# A Transcriptomic Model of Postnatal Cardiac Effects of Prenatal Maternal Cortisol Excess in Sheep

**DOI:** 10.3389/fphys.2019.00816

**Published:** 2019-07-03

**Authors:** Andrew Antolic, Elaine M. Richards, Charles E. Wood, Maureen Keller-Wood

**Keywords:** cortisol, pregnancy, maternal stress, cardiac metabolism, adipose, lipid

## Abstract

*In utero* treatment with glucocorticoids have been suggested to reprogram postnatal cardiovascular function and stress responsiveness. However, little is known about the effects of prenatal exposure to the natural corticosteroid, cortisol, on postnatal cardiovascular system or metabolism. We have demonstrated an increased incidence of stillbirth in sheep pregnancies in which there is mild maternal hypercortisolemia caused by infusion of 1 mg/kg/d cortisol. In order to model corticosteroid effects in the neonate, we created a second model in which cortisol was infused for 12 h per day for a daily infusion of 0.5 mg/kg/d. In this model we had previously found that neonatal plasma glucose was increased and plasma insulin was decreased compared to those in the control group, and that neonatal ponderal index and kidney weight were reduced and left ventricular wall thickness was increased in the 2 week old lamb. In this study, we have used transcriptomic modeling to better understand the programming effect of this maternal hypercortisolemia in these hearts. This is a time when both terminal differentiation and a shift in the metabolism of the heart from carbohydrates to lipid oxidation are thought to be complete. The transcriptomic model indicates suppression of genes in pathways for fatty acid and ketone production and upregulation of genes in pathways for angiogenesis in the epicardial adipose fat (EAT). The transcriptomic model indicates that RNA related pathways are overrepresented by downregulated genes, but ubiquitin-mediated proteolysis and protein targeting to the mitochondria are overrepresented by upregulated genes in the intraventricular septum (IVS) and left ventricle (LV). In IVS the AMPK pathway and adipocytokine signaling pathways were also modeled based on overrepresentation by downregulated genes. Peroxisomal activity is modeled as increased in EAT, but decreased in LV and IVS. Our results suggest that pathways for lipids as well as cell proliferation and cardiac remodeling have altered activity postnatally after the *in utero* cortisol exposure. Together, this model is consistent with the observed increase in cardiac wall thickness at necropsy and altered glucose metabolism observed *in vivo*, and predicts that *in utero* exposure to excess maternal cortisol will cause postnatal cardiac hypertrophy and altered responses to oxidative stress.

## Introduction

Cortisol plays an important role in the maturation of many fetal organs, and in primates and many other mammalian species, including the sheep, is essential for the normal maturation of organs such as the lung which are essential for the transition to ex utero life (Liggins, 1994). The heart is one of the organs in which cortisol appears to play a vital role in maturation (Rog-Zielinska et al., 2013). However, excess glucocorticoids or repeated exogenous glucocorticoid treatments, have been found to reduce birth weight (Newnham and Moss, 2001; Davis et al., 2009), increase postnatal blood pressure (Dodic et al., 1998, 2001, 2002a,b), and alter postnatal glucose metabolism (Moss et al., 2001; Sloboda et al., 2002; Antolic et al., 2015).

Late gestation is a critical period for maturation of cardiomyocytes. During this period cardiomyocytes transition from primarily mononucleated and proliferative cells to binucleated, terminally differentiated cardiomyocytes (Jonker et al., 2007b). Circulating factors that stimulate proliferation include angiotensin II, cortisol, and insulin-like growth factor-1, while atrial natriuretic peptide (ANP) and tri-iodo-L-thyronine (T3) suppress proliferation (Sundgren et al., 2003a, b; Giraud et al., 2006; Chattergoon et al., 2007; OTierney et al., 2010b). Hemodynamic forces also influence cardiomyocyte proliferation; proliferation is stimulated by increased arterial pressure and suppressed with reduced systolic load (Jonker et al., 2007a; OTierney et al., 2010a). After birth there are substantial changes that occur in cardiac metabolism as the nutrient supply dramatically changes. Throughout gestation and immediately after birth the heart relies almost entirely on glycolysis and lactate oxidation, with minimal contribution from β-oxidation of fatty acids due to their limited supply (Werner and Sicard, 1987; Lopaschuk et al., 1991; Bartelds et al., 1998, 2000). However, in the newborn period, there is a gradual shift in the reliance on glucose and lactate for carbon sources to β-oxidation of fatty acids supplied in the mother’s milk (Werner and Sicard, 1987; Ascuitto et al., 1989; Lopaschuk and Spafford, 1990; Lopaschuk et al., 1991). Thus, changes in myocyte maturation, but also afterload and metabolism all occur in the immediate neonatal period. In our previous studies in pregnant ewes, we have shown that increased levels of maternal cortisol in late gestation, similar to levels expected in a chronically stressed animal, alter the trajectory of cardiac gene expression and indicated that metabolic pathways were overrepresented in the differentially expressed genes in fetuses near term (Richards et al., 2014). In our sheep model, a chronic doubling of maternal cortisol over the last month of fetal life was associated with a dramatic increase in stillbirth in the immediate perinatal period (Keller-Wood et al., 2014), and with significantly lower heart rate in the last hour before birth (Antolic et al., 2017). The newborns of cortisol-treated ewes also have changes in the cardiac transcriptome and in the cardiac and serum metabolomes (Antolic et al., 2019; Walejko et al., 2019); these data have suggested that metabolism of lipids and the TCA cycle are altered in the fetuses of ewes with higher than normal cortisol concentrations. Transcriptomic modeling of pathways in the heart altered after maternal cortisol treatment also indicated increased expression of genes associated with the TGFβ pathway, consistent with the observed increase in collagen deposition and wall thickness of the left ventricular free wall in the newborns after maternal cortisol treatment (Antolic et al., 2019).

To determine postnatal effects of increased *in utero* cortisol exposure, we used a model in which ewes were treated with cortisol for 12 h per day, starting in the evening and continuing into the next morning. This model is less severe than the model in which ewes are continuously infused with cortisol, but the design mimics the pattern of cortisol in Cushing’s syndrome in which evening cortisol levels fail to fall (Laudat et al., 1988; Raff et al., 1998; Scharnholz et al., 2010). Although sheep do not have a circadian rhythm in cortisol (Bell et al., 1991), in most animal housing situations we expect a morning rise in cortisol during feeding and husbandry, with lower levels in the evening and overnight hours. We found that in newborns of this experimental paradigm, there was an increase in the relative thickness of the LV wall at 2 weeks of age relative to that of 2 week old lambs of control ewes. There is an increase in the glucose to insulin ratio in the offspring of the cortisol-treated ewes, which may also modify cardiac metabolism. We used a transcriptomic approach to model the effects of the *in utero* exposure to assess which pathways in the postnatal heart are altered by the prior exposure. Specifically, we were interested in whether pathways related to carbohydrate or fatty acid oxidation, or to structural changes in the heart were significantly over-represented. Because our previous studies with more chronic exposure to high maternal cortisol (continuous infusion at 1 mg/kg/d to the ewe) produced effects on cardiac transcriptomics and metabolomics suggesting altered energy utilization, we included samples from the epicardial fat depot to assess the changes in gene expression in that tissue, and model the pathways altered in the epicardial adipose with those in the nearby cardiac tissue. These studies were designed to inform future studies in offspring from this model of maternal stress, by using gene expression patterns to provide an untargeted and unbiased insight into changes in the offspring heart.

## Materials and Methods

### Experimental Design

All animal use was approved by the Institutional Animal Care and Use Committee at the University of Florida. Black-faced ewes with singleton (13) or twin pregnancies (2) were studied in late gestation. During study, ewes were housed indoors in a facility with temperature and humidity-controlled rooms, and with controlled light cycle (lights on 0700 to 1900 h), and animals were housed in pens that allowed them free movement throughout the pregnancy and postpartum period. Ewes were of similar body condition and were fed a diet of pelleted feed at a weight within NRC standards for the ewe’s body weight, fetal number and gestational age, with supplementation with alfalfa hay from 140 day onward. Ewes were prepared with chronic indwelling femoral arterial and venous catheters at approximately day 115 of pregnancy under isoflurane anesthesia as previously described (Antolic et al., 2015). Ewes were randomly assigned at surgery to one of two groups: control with no infusion (Control; *n* = 7 ewes), or cortisol- infused (CORT, *n* = 10 ewes; Cortisol (Solu-Cortef, Pfizer, Inc.). Cortisol was infused intravenously using a syringe pump into the maternal femoral arterial catheter at a total dose of 0.5 mg/kg/d; the pumps were controlled with a timer (Chronotrol, ChronTrol Corporation, San Diego, CA, United States) to restrict the infusions to 2100 to 0900 h. All infusions were delivered to the ewes in their pens using a tether system for the infusion; this allows the ewes to freely move about their pens throughout the period of the study. The cortisol infusion was discontinued after delivery of the lamb(s). Lambs were housed with their ewes in the same pen; on day 3 after birth the pen was opened to an adjacent pen to allow the ewe and her lamb additional space.

The *in vivo* data and morphometrics at 2 weeks of age in the control and cortisol-treated ewes and their lambs has been previously reported (Antolic et al., 2015). The average morning cortisol concentration during the infusion was 22.0 ± 4.0 ng/ml in CORT ewes and 9.5 ± 2.6 ng/ml in the Control ewes. Two lambs in the CORT group were stillborn. One set of twins were born in each group of ewes. Seven control ewes delivered four male and four female lambs at 144–149 days gestation; eight CORT ewes delivered four male and five female lambs at 142–146 days. Ewes were sampled before birth, and lambs were sampled after birth using a jugular line which was placed on the day of birth, as previously described. As previously reported, there was no effect of this maternal cortisol infusion on the lambs’ body temperature, or body weight at birth or on the following days. Although ponderal index was reduced overall in the lambs in the CORT group, this effect was only significant in the male lambs. Although morning maternal cortisol concentrations were increased in the ewes prior to birth, plasma cortisol concentrations were not different postpartum in the ewes or between the two groups of lambs. There was an overall effect of CORT to increase plasma glucose and decrease plasma insulin concentrations in the postnatal lambs, and therefore average glucose to insulin ratio was increased in the CORT lambs, as previously reported (Antolic et al., 2015).

On postnatal day 14–15, the lambs were killed via intravenously administered Euthasol solution (Euthasol; Fort Worth, TX, United States). Organ weights were measured at necropsy. As previously reported (Antolic et al., 2015) cardiac weight was not significantly altered by CORT, but the ratio of left ventricular free wall thickness relative to tibial length was increased (control: 0.445 ± 0.017 mm/cm vs. CORT: 0.496 ± 0.019 mm/cm). There were no significant differences in relative septal wall thickness (control: 0.512 ± 0.030 mm/cm vs. CORT: 0.530 ± 0.021 mm/cm) or relative right ventricular wall thickness (control: 0.235 ± 0.018 mm/cm vs. CORT: 0.253 ± 0.010 mm/cm).

### Tissue Collection for Transcriptomic Analysis

At necropsy, the hearts were quickly removed and dissected using sterile instruments and gloves (*n* = 8 per group). Tissue samples taken from the interventricular septum (IVS), left ventricular free wall (LV) and the epicardial adipose depot (EAT) were snap frozen and stored at −80°C until analysis.

Messenger RNA from homogenized samples of lamb left ventricular free wall, septa, and epicardial adipose were extracted using Trizol and then purified with on-column DNase digestion (Qiagen RNeasy Plus kits; Qiagen Sciences, Germantown, MD, United States). RNA integrity numbers (RIN) for the RNA samples were between 7.3 and 8.3 for LV, 7.7–8.6 for IVS (*n* = 8 control and 8 CORT for each section of the heart) and 7.1–7.7 for EAT samples (*n* = 7 control, *n* = 9 CORT). RNA (500 ng) was labeled with Cy5 using the Agilent QuickAmp Labeling kit; hybridization was performed using previously described methods (Richards et al., 2014). We used the Agilent-019921 Sheep Gene Expression Microarray 8 × 15 k, G4813A (GPL14112) platform. Our group has described the annotation for this array platform in previous publications (Richards et al., 2014; Chang et al., 2018). The raw normalized array data for this experiment have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE131537 for the cardiac samples, and GEO Series accession number GSE119254 for the epicardial fat samples.

### Microarray Data Analysis

Raw microarray data was processed using the Limma package in R software (R Development Core Team, 2008), to perform background correction and data normalization using the quantile method. Probes with low expression and microarray control probes were excluded as well as those probes that were less than 10% brightness of the negative controls. The remaining probes were then retained for further statistical analysis.

### Statistical Analysis

In order to identify differentially expressed genes in the LV and IVS the Limma package was utilized to analyze the processed microarray data using a moderated *t*-test that employs an empirical Bayes method (*P* < 0.05). The effect of cortisol was analyzed by comparing the gene expression in tissues collected from CORT lambs compared to Control lambs.

### Network and Enrichment Analysis

Webgestalt was used to identify overrepresented biological processes, molecular functions, and cellular components associated with the differentially regulated genes. *P* = 0.05 was used as the criterion for statistical significance after Benjamini-Hochberg multiple test correction of the *p*-value, with a minimum of two genes per category (Zhang et al., 2005; Wang et al., 2013). This approach included all genes that were significant at *p* < 0.05 without correction for multiple comparisons, and corrects for the false discovery in the pathway analyses by using the Benjamini-Hochberg correction for false discovery due to multiple testing. GeneMANIA, BiNGO, and ClueGO plugins of Cytoscape, were used to perform network inference of the differentially regulated genes, gene ontology analysis, and generate enriched gene-gene interaction networks from GO and KEGG databases (Shannon et al., 2003; Bindea et al., 2009; Montojo et al., 2010; Mlecnik et al., 2018). The results of these analyses were considered significantly different between the CORT and Control tissues using *p* < 0.05 corrected for false discovery rate.

## Results

### Genes Altered by Maternal Cortisol Infusion in the Left Ventricular Free Wall of the Postnatal Lamb

We found 115 genes were upregulated and 145 genes were downregulated in the LV of the 14-day-old lambs of cortisol-treated ewes as compared to lambs of control ewes (Supplementary Table 1). 

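RNA from the LV of 8 CORT and 8 Control lambs was hybridised to 1-colour Agilent sheep arrays of 15008 probes, with the LV of 1 lamb on each array. The authors deposited the intensity of every spot as their scanner software gave it, and a matrix of background-corrected, quantile-normalized log2 values in which 8807 LV probes were kept. The LV arrays lay on 2 slides that were scanned together, with 4 arrays of each group on either slide. The median spot intensity ranged from 139 to 217 on the Control arrays (median 186) and from 153 to 201 on the CORT arrays (median 167). Between 69.0 and 75.8% of the probes were well above background on a Control array, and between 59.7 and 77.6% on a CORT array. None of 5 measures of array quality differed between the groups (two-sided exact permutation tests, lowest p = 0.426, adjusted p = 0.804 over the 10 tests in both tissues). The number of arrays limits the precision of the values. For the values given here, the mean spot intensity was corrected for the local background with the normexp method of limma (offset 50) and quantile normalized over the 16 LV arrays. Spots of a probe were averaged on the log2 scale. A probe was tested when it was more than 10% brighter than the 95th percentile of an array's negative controls on at least 8 arrays, which left 11518 probes. The moderated test of limma compared CORT with Control lambs, two-sided. The files and the reference gene table name a gene for 1562 probes only, so the probes of the listed genes were also traced by their values. For 250 of the 259 genes read from Supplementary Table 1, exactly 1 probe of the deposited matrix gave the listed fold change within 0.0051 and the listed p within 5.5e-05. With the listed p moved, a probe was found for 2.51% of the genes. Of the traced probes, 20 are named in the files as the listed gene, 2 are named otherwise and 228 have no name there. This way of naming probes was chosen after the data were seen.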

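In the LV, 444 of the 11518 probes had an unadjusted p under 0.05, of which 191 were higher and 253 lower in CORT than in Control lambs. That is 3.85% of the probes tested, where a share of 0.05 would be 575.9. Of 100 splits of the arrays into groups of the same sizes, the real one included, 49 gave as many probes. The other splits had a median of 440. For the real groups, 0 probes passed after Benjamini-Hochberg adjustment. The smallest adjusted p from limma was 0.999, so no LV gene named here passes the adjustment. Weighting the arrays by their quality moved the count most, to 744 probes, with 365 higher and 379 lower. Of the 250 traced probes of Supplementary Table 1, all moved in the listed direction and 212 had an unadjusted p under 0.05. Of the 24 listed genes that the files name, 21 did so. The table was drawn from these same arrays, so this is not independent evidence. The table also lists an unadjusted p above 0.05 for 32 of its genes, up to 0.0543. Among the 72 LV genes reported here that the paper names or that were chosen from its table, 4 passed when adjusted over the list alone and 0 when adjusted over all probes. The paper listed its genes for a low p on these same arrays, so passing over the list alone is no evidence. The largest listed fold change is that of GBP2 (probe A_70_P066386), whose log2 intensity was 9.75 ± 1.65 (SD, n = 8) in Control and 10.94 ± 0.75 (SD, n = 8) in CORT lambs. Its log2 fold change was 1.20 (SE 0.58, exact permutation p = 0.0844), less than the SD between Control lambs. Its unadjusted p was 0.0535, and 0.0342 with slide as a block. The smallest is that of HBA1 (probe A_70_P037481), at 11.03 ± 0.77 in Control and 9.96 ± 0.92 in CORT lambs, a log2 fold change of -1.08 (SE 0.38, exact permutation p = 0.0241), with 6 of 8 CORT lambs below the Control mean. The files name 3 other erythrocyte genes with values on all arrays, and these did not fall together, with a mean log2 fold change of 0.087. The paper takes the genes that pass the unadjusted threshold into its pathway analyses and corrects for false discovery there.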

Webgestalt analysis found that the only major molecular function upregulated in the left ventricle by overnight maternal cortisol was peptidyl-prolyl *cis*-*trans* isomerase activity (4 genes; adj. *P* = 7.30E-03). 

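Among the genes of Supplementary Table 1, the gene name of PPID states a peptidyl-prolyl isomerase. PPID (probe A_70_P054516) had a normalized log2 intensity of 8.28 ± 0.21 (SD, n = 8) in Control and 8.50 ± 0.21 (SD, n = 8) in CORT lambs. The log2 fold change was 0.21 (SE 0.10, exact permutation p = 0.0671), with 7 of 8 CORT lambs above the Control mean. Across 14 alternative ways of processing the arrays, its unadjusted p in limma was under 0.05 in 5. The log2 fold change lay between 0.21 and 0.30 over all ways of processing.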

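Of the genes with higher expression listed for the LV, MRPL21, MRPL19, MRPL48 and MRPS10 encode proteins of the mitochondrial ribosome. MRPL21 had a log2 intensity of 14.23 ± 0.18 (SD, n = 8) in Control and 14.48 ± 0.16 in CORT lambs, a log2 fold change of 0.26 (SE 0.083, exact permutation p = 0.00855). MRPL48 rose by 0.21 on the log2 scale (SE 0.068, exact permutation p = 0.00808) and MRPL19 by 0.21 (SE 0.088, exact permutation p = 0.0176). The smallest change was that of MRPS10, 0.13 (SE 0.061, exact permutation p = 0.0371). At least 7 of 8 CORT lambs lay above the Control mean for each of the 4 genes. Of the 79 genes of the mitochondrial ribosome in a list written for this comparison, the files name a probe for 1, so the list as a whole could not be tested.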

Overrepresented cellular components represented by upregulated genes in the lamb LV after maternal cortisol infusion included cytoplasm (26 genes), mitochondria (22 genes), peroxisome (4 genes), and nucleus (51 genes). More specific components include mitochondrial outer membrane translocase complex (2 genes; adj. *P* = 6.60E-03), intrinsic to mitochondrial outer membrane (2 genes; adj. *P* = 1.56E-02), integral to peroxisomal membrane (2 genes; adj. *P* = 1.47E-02), and nuclear lumen (27 genes; adj. *P* = 1.68E-02). Gene Ontology analysis identified negative regulation of transforming growth factor beta receptor signaling pathway (4 genes; adj. *P* = 4.78E-02, including NR3C1 encoding GR), protein targeting mitochondrion (4 genes; adj. *P* = 4.78E-02, including TOMM40, TIMM8A, TOMM5, and MFN2), and response to arsenic-containing substance (3 genes; adj. *P* = 4.78E-02), ribonucleotide and ribonucleoside biosynthetic process (5 genes; adj. *P* = 4.78E-02), cellular protein modification process (31 genes; adj. *P* = 4.78E-02), fatty acid oxidation (2 genes; adj. *P* = 4.78E-02) as pathways overrepresented by upregulated genes in the LV in CORT lambs compared to Control lambs. 

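NR3C1 has 2 probes past the brightness limit in the LV. The probe traced to the listed gene (A_70_P046971) was at 7.64 ± 0.13 (SD, n = 8) in Control and 7.85 ± 0.21 (SD, n = 8) in CORT lambs, a log2 fold change of 0.21 (SE 0.086, exact permutation p = 0.0214), with 7 of 8 CORT lambs above the Control mean. The probe that the files name as NR3C1 (A_70_P016896) was at 7.61 ± 0.26 and 7.67 ± 0.16, a log2 fold change of 0.064 (SE 0.10, exact permutation p = 0.564). Both probes were higher in CORT lambs, and only the traced one had an exact permutation p under 0.05. CORT lamb 1 was far above the other CORT lambs on the traced probe, at 8.30 against 7.59 to 7.91. Of the genes for protein targeting to the mitochondrion, TOMM5 differed most clearly, from 11.42 ± 0.15 to 11.62 ± 0.099, a log2 fold change of 0.19 (SE 0.066, exact permutation p = 0.00699) with all 8 CORT lambs above the Control mean. TIMM8A rose by 0.26 on the log2 scale (SE 0.097, exact permutation p = 0.0244) in 7 of 8 CORT lambs. TOMM40 rose by 0.15 (SE 0.073, exact permutation p = 0.0499) in 6 of 8, and its unadjusted p was under 0.05 in 8 of 14 alternatives. MFN2 rose by 0.31 (SE 0.14, exact permutation p = 0.0807), with 8 of 8 CORT lambs above the Control mean.

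**Figure D1:**
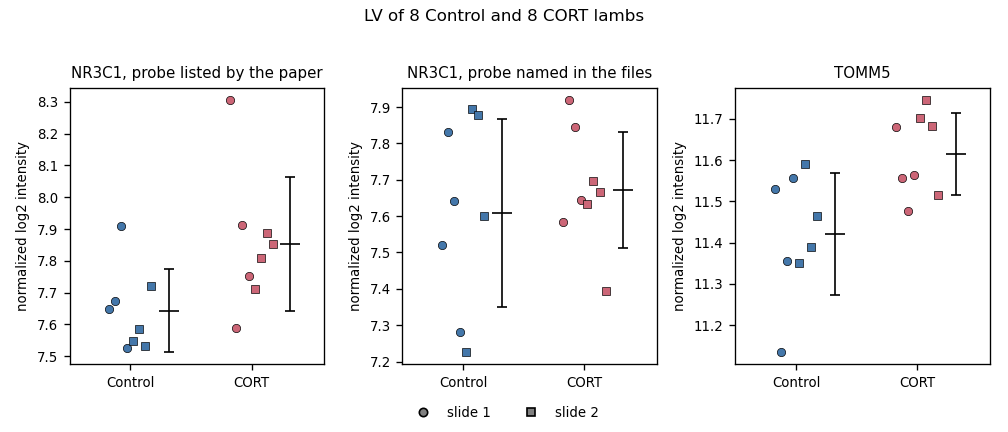
Normalized log2 intensity of NR3C1 on its traced probe and on the probe named in the files, and of TOMM5, in the LV of each Control and CORT lamb, with the mean and SD of each group beside the points and the slide shown by the symbol. The groups overlap on each probe, and CORT lamb 1 stands apart on the traced NR3C1 probe at 8.30.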

KEGG pathway analysis (Table 1) identified pathways associated with the upregulated genes in the postnatal lamb LV of the CORT lambs compared to Control lambs. 

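Of the genes with higher expression in the pathways of Table 1, 20 are reported here, each traced to a probe that was tested. All 20 were higher in CORT lambs, 15 with an unadjusted p under 0.05 and 17 with an exact permutation p under 0.05. Their log2 fold changes ranged from 0.094 to 0.32. In ubiquitin mediated proteolysis, TCEB2 differed most clearly, from 11.64 ± 0.11 (SD, n = 8) to 11.87 ± 0.10, a log2 fold change of 0.23 (SE 0.058, exact permutation p = 0.00171), with all 8 CORT lambs above the Control mean. RCHY1 rose by 0.22 on the log2 scale (SE 0.060, exact permutation p = 0.00171) and ANAPC13 by 0.25 (SE 0.085, exact permutation p = 0.0140). BIRC6 and KLHL9 of the same pathway had log2 fold changes of 0.11 and 0.17, with an unadjusted p of 0.0551 and 0.0527 and an exact permutation p of 0.0301 and 0.0611. With slide as a block, the unadjusted p of BIRC6 and of KLHL9 was under 0.05. Of the 20 genes, 18 were then under 0.05, and 0 after adjustment over all probes. Among the metabolic pathways, ALG1 rose by 0.32 (SE 0.11, exact permutation p = 0.0101) and NME2 by 0.28 (SE 0.10, exact permutation p = 0.00295). SREBF1, listed under insulin signaling, rose by 0.22 (SE 0.086, exact permutation p = 0.0219). The difference in DDX3X, listed under RIG-I-like receptor signaling, was 0.30 (SE 0.14, unadjusted p = 0.0548, exact permutation p = 0.00839) with CORT lamb 1 at 9.16 and the other CORT lambs between 7.78 and 8.20.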

The identified pathways were ubiquitin mediated proteolysis, metabolic pathways, peroxisome, drug metabolism-other enzymes, insulin signaling pathway, RIG-I-Like receptor signaling pathway, and phosphatidylinositol signaling system.

**TABLE 1:** KEGG pathways significantly overrepresented in up and down-regulated genes in LV of 2-week-old lambs from cortisol-treated ewes (0.5 mg/kg/day) compared to lambs of control ewes(*n* = 8 lambs per group; 4 males and 4 females).

**Up-regulated pathway names**	**#Genes**	***P*-value**	**Genes**
Ubiquitin mediated proteolysis	6	2.90E-05	RCHY1, KLHL9, TCEB2, ANAPC13, BIRC6, UBA2.
Peroxisome	3	0.011	PEX13, SLC27A, AGPS
Metabolic pathways	8	0.0356	HPRT1, ACACB, AGPS, UCKL1, MMAB, PHOSPHO2, ALG1, NME2
Drug metabolism	2	0.0356	HPRT1, UCKL1
Insulin signaling pathway	3	0.0356	CALM2, ACACB, SREBF1
RIG-I-like receptor signaling pathway	2	0.0356	DDX3X, PIN1
Phosphatidylinositol signaling pathway	2	0.0356	CALM2, PIP4K2A

**Down-regulated pathway names**			

Neuroactive ligand-receptor interaction	5	0.007	THRB, PTGER3, TSPO, GHR, ADRB1
RNA transport	4	0.007	EIF4G1, EELAC1, EIF3A, POP7
Ribosome biogenesis in eukaryotes	3	0.007	DKC1, IMP4, POP7
Circadian rhythm – mammal	2	0.007	CLOCK, CSNK1E
Phagosome	4	0.007	TUBB2B, CYBA, TUR6, TUBB3
RNA degradation	3	0.007	EXOSC2, CNOT10, DCP2
Gap junction	3	0.0081	TUBB2B, ADRB1, TUBB3
Base excision repair	2	0.0119	MPG, NTHL1
Pathogenic *Escherichia coli* infection	2	0.0238	TUBB2B, TUBB3
Amyotrophic lateral sclerosis (ALS)	2	0.0238	DERL1, BAX
Hedgehog signaling pathway	2	0.0238	CSNK1G2, CSNK1E
Calcium signaling pathway	3	0.0302	PTGER3, PLCD1, ADRB1
Metabolic pathways	8	0.0412	GART, PIGT,PLCD1, ST6GAL1, PPAP2C, DHCR7, CYP27A1, CRYL1
Salivary secretion	2	0.0441	ATP1B3, ADRB1
Ribosome	2	0.0441	RPS8, RPS2

Overrepresented cellular components reflected by downregulated genes in the LV of CORT lambs compared to Control lambs were macromolecular complex (46 genes), cytosol (29 genes), nucleoplasm (23 genes) and nucleolus (24 genes). The only overrepresented biological processes related to the downregulated genes in the CORT lambs compared to Control lambs were macromolecular catabolic processes (70 genes; *P* = 4.53E-02) and RNA processing (15 genes, *p* = 4.53E-02). There were no molecular functions associated with downregulated pathways in the LV of CORT lambs. 

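Of the genes with lower expression in the LV pathways of Table 1, 35 are reported here, each traced to a probe that was tested. All 35 were lower in CORT lambs, with log2 fold changes from -0.41 to -0.11. An unadjusted p under 0.05 was reached by 32 of them and an exact permutation p under 0.05 by 24. GHR, listed under neuroactive ligand-receptor interaction, fell from 9.41 ± 0.18 (SD, n = 8) to 9.00 ± 0.30 (SD, n = 8), a log2 fold change of -0.41 (SE 0.12, exact permutation p = 0.00684) with 7 of 8 CORT lambs below the Control mean. CSNK1G2 of the hedgehog pathway had a log2 fold change of -0.31 (SE 0.087, exact permutation p = 0.00326). For the circadian rhythm, CLOCK was lower in all 8 CORT lambs (log2 fold change -0.12, SE 0.042, exact permutation p = 0.00249). CSNK1E had a log2 fold change of -0.24 on its traced probe and -0.17 on the probe that the files name, with exact permutation p of 0.0645 and 0.158. Among the genes of RNA transport, ELAC1 had a log2 fold change of -0.15 (SE 0.045, exact permutation p = 0.000932), EIF4G1 of -0.21 (SE 0.066) and EIF3A of -0.32 (SE 0.14). The 6 members of a list of RNA transport genes that the files name had a mean log2 fold change of -0.089, with 2 higher and 4 lower (camera adjusted p = 0.378). RPS2, listed under the ribosome, had a log2 fold change of -0.12 (SE 0.050, exact permutation p = 0.0135). A list of cytosolic ribosomal proteins with 16 testable members had a mean log2 fold change of -0.029 (camera adjusted p = 0.336). Cyclic loess normalization moved this mean most, to -0.12 with a camera adjusted p of 0.00221, while the adjusted p lay between 0.270 and 0.863 under the other alternatives and was not under 0.05 in fry or with an estimated correlation.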

Pathways identified for the downregulated genes in CORT lambs compared to Control lambs were neuro ligand-receptor interaction, RNA transport, ribosome biogenesis in eukaryotes, circadian rhythm-mammal, phagosome, RNA degradation, gap junction, base excision repair, pathogenic E. coli infection, amyotrophic lateral sclerosis, hedgehog signaling pathway, calcium signaling pathway, metabolic pathways, salivary secretion, and ribosome (Table 1).

The 260 differentially regulated genes in the LV were entered into ClueGO, which recognized 255 genes as having functional annotations. The 255 genes were significantly associated with 40 gene ontology terms or KEGG pathways and further organized into 18 groups based on the similarity of their associated genes, which were used to create an enriched network based on gene-gene interactions. The most significant term from each group was used as the representative term (Figure 1). 

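Besides NR3C1, Figure 1 links HERPUD1, GABPA, ING3, NCOR1 and SF3B3 to the group of terms around smooth muscle cell differentiation. ING3 was at 9.02 ± 0.26 (SD, n = 8) in Control and 9.32 ± 0.25 in CORT lambs, a log2 fold change of 0.31 (SE 0.12, exact permutation p = 0.0350). HERPUD1 rose by 0.29 on the log2 scale (SE 0.11, exact permutation p = 0.0165) and SF3B3 by 0.21 (SE 0.076, exact permutation p = 0.0162), each in all 8 CORT lambs. NCOR1 was lower, with a log2 fold change of -0.25 (SE 0.12, exact permutation p = 0.0747). For GABPA, the traced probe had a log2 fold change of 0.20 (SE 0.077, exact permutation p = 0.0261) and the probe that the files name one of -0.035 (SE 0.064, exact permutation p = 0.576).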

The group with the most terms associated to it was the negative regulation of transcription from RNA polymerase II promoter involved in smooth muscle cell differentiation (2 genes, adj. *P* = 3.88E-04).

**FIGURE 1:**
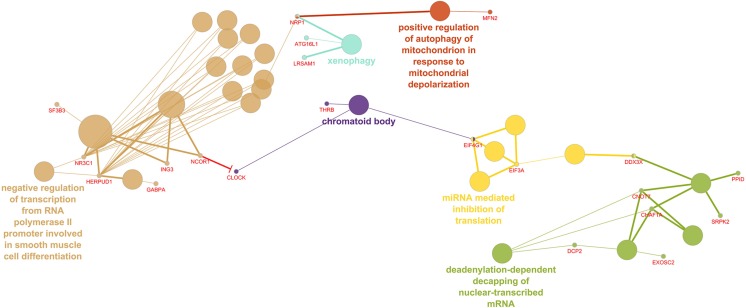
Enriched ClueGO gene network from the left ventricular free wall. Similar gene ontology or KEGG pathway terms are clustered by color and the representative term for those clusters are presented. Gene names shown in red; Red lines with bars represent interactions involved in gene repression.

### Genes Altered by Maternal Cortisol Treatment in the Interventricular Septum of the Postnatal Lamb

We found 103 genes were upregulated and 153 were downregulated in the IVS of 14-day-old lambs of cortisol infused ewes compared with 14-day-old lambs of untreated ewes (Supplementary Table 2). 

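The IVS of 8 CORT and 8 Control lambs was measured on as many arrays of the same design, and the authors deposited the same kinds of intensity and log2 values, with 9001 IVS probes in their matrix. The IVS arrays lay on 3 slides that were scanned at 3 different times. Slide 3 held 2 Control and 2 CORT arrays, slide 4 held 3 and 2, and slide 5 held 3 and 4. The median spot intensity per array ranged from 131 to 332 in Control lambs (median 189) and from 177 to 217 in CORT lambs (median 191). Between 67.0 and 80.2% of the probes were well above background on a Control array and between 67.3 and 80.4% on a CORT array. No measure of array quality differed between the groups (two-sided exact permutation tests, lowest p = 0.334). The arrays were processed as for the LV, over the 16 IVS arrays, and 11685 probes passed the brightness limit. For 253 of the 256 genes of Supplementary Table 2, exactly 1 probe of the deposited matrix gave the listed values. Of these probes, 13 are named in the files as the listed gene and 3 otherwise.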

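In the IVS, 419 of the 11685 probes had an unadjusted p under 0.05, 163 of them higher and 256 lower in CORT than in Control lambs. A share of 0.05 of the probes would be 584. Of 100 splits of the arrays into groups of the same sizes, the real one included, 40 gave as many probes. The other splits had a median of 306. For the real groups, 0 probes passed after Benjamini-Hochberg adjustment, with a smallest adjusted p from limma of 0.993. With slide as a block the count rose to 879 probes, 468 higher and 411 lower, and still 0 passed after adjustment. Of the 252 traced probes of Supplementary Table 2 that were tested, all moved in the listed direction and 213 had an unadjusted p under 0.05. Of the 18 listed genes that the files name, 13 did. Supplementary Table 2 was drawn from these arrays and lists a p above 0.05 for 39 genes, up to 0.0544. Among the 58 IVS genes reported here that the paper names or that were chosen from its table, 1 passed when adjusted over the list alone and 0 when adjusted over all probes. Here too the list was picked for a low p on these arrays, so passing over it alone is no evidence. CLCN6 (probe A_70_P042566) has the largest listed fold change. Its log2 intensity was 11.14 ± 1.96 (SD, n = 8) in Control and 13.23 ± 1.38 (SD, n = 8) in CORT lambs, a log2 fold change of 2.09 (SE 0.76, exact permutation p = 0.0267). Within the slides its difference was 4.45 on slide 3, 1.48 on slide 4 and 1.28 on slide 5, and with the arrays weighted by quality its log2 fold change was 0.70. TMOD3 (probe A_70_P039771) has the smallest listed fold change, with a log2 fold change of -0.66 (SE 0.25, exact permutation p = 0.0253) and 7 of 8 CORT lambs below the Control mean.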

Major cellular components associated with the genes upregulated in the CORT lambs compared to Control lambs were cytosol, mitochondria and ribosome. The only major molecular function modeled as upregulated by the maternal cortisol treatment was structural constituent of ribosome (6 genes; adj. *P* = 1.07E-02; this included expression of genes encoding 4 mitochondrial ribosomal proteins, L2, L33, S11, and S33). 

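MRPS33 was the clearest of the 4 genes for mitochondrial ribosomal proteins, at 12.28 ± 0.19 (SD, n = 8) in Control and 12.55 ± 0.23 (SD, n = 8) in CORT lambs. Its log2 fold change was 0.27 (SE 0.11, exact permutation p = 0.0183), and CORT lamb 2 was far above the other CORT lambs at 13.03. MRPS11 had the largest log2 fold change, 0.36 (SE 0.17, exact permutation p = 0.0833). MRPL2 rose by 0.27 on the log2 scale (SE 0.13, exact permutation p = 0.0561). MRPL33 rose by 0.28 (SE 0.14, exact permutation p = 0.0733) and passed the unadjusted threshold of limma only with slide as a block among the 14 alternatives. At least 7 of 8 CORT lambs lay above the Control mean for every one of these genes.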

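For protein targeting to the mitochondria, TIMM8A, TIMM8B, TOMM5 and MTX1 were each higher in the IVS of CORT lambs by a similar amount, and none differed by an exact permutation test at 0.05. TOMM5 rose from 11.29 ± 0.40 (SD, n = 8) to 11.60 ± 0.18 (SD, n = 8), a log2 fold change of 0.30 (SE 0.15, exact permutation p = 0.0605). The log2 fold change of TIMM8A was 0.28 (SE 0.13, exact permutation p = 0.0547), that of MTX1 was 0.27 (SE 0.12, exact permutation p = 0.0556) and that of TIMM8B was 0.27 (SE 0.13, exact permutation p = 0.060). The unadjusted p of limma was under 0.05 for TIMM8A, MTX1 and TIMM8B and not for TOMM5. Under the 14 alternatives it was under 0.05 in 11 for TIMM8A, 11 for MTX1, 5 for TIMM8B and 2 for TOMM5. With slide as a block it was under 0.05 for MTX1 only, and in the deposited matrix for none of them.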

Gene Ontology analysis identified cellular protein transport (16 genes *p* = 1.62E-20) as a significantly altered biological process associated with upregulated genes in the CORT lambs compared to Control lambs, and more specifically identified protein targeting to the mitochondria (4 genes, *P* = 2.56E-20; including TIMM8A, TIMM8B, TOMM5, and MTX1) as well as chaperone-mediated protein transport (2 genes; adj. *P* = 4.35E-02), and regulation of protein ubiquitination (7 genes; adj. *P* = 1.62E-02) as upregulated in CORT lambs. 

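Of the genes with higher expression in the IVS pathways of Table 2, 11 are reported here, all traced to a tested probe and all higher in CORT lambs. Of these, 10 had an unadjusted p under 0.05 and 9 an exact permutation p under 0.05. HERPUD1, listed under protein processing in the endoplasmic reticulum, rose from 12.39 ± 0.24 (SD, n = 8) to 12.77 ± 0.25 (SD, n = 8), a log2 fold change of 0.39 (SE 0.12, exact permutation p = 0.00264), with CORT lamb 1 far above the others at 13.34. SEC24C of the same pathway rose by 0.72 on the log2 scale (SE 0.30, exact permutation p = 0.0235), with Control lamb 3 far below the others at 9.09. In ubiquitin-mediated proteolysis, TCEB1 rose by 0.41 (SE 0.16, exact permutation p = 0.0211) and RCHY1 by 0.23 (SE 0.091, exact permutation p = 0.0221). TSC2, listed under p53 signaling, had a log2 fold change of 1.20 (SE 0.41, exact permutation p = 0.0244), and its unadjusted p was not under 0.05 with the arrays weighted by quality. Within the slides its difference was 3.07 on slide 3, 0.68 on slide 4 and 0.48 on slide 5. For the ribosome, RPL13A rose by 0.44 (SE 0.18, exact permutation p = 0.0284). A list of cytosolic ribosomal proteins with 13 testable members had a mean log2 fold change of -0.0068, with 6 higher and 7 lower (camera adjusted p = 0.774), and the sign of that mean changed between alternatives, from -0.033 to 0.14. For mRNA surveillance, SYMPK rose by 0.35 (SE 0.15, exact permutation p = 0.0471), and PABPC1 had a log2 fold change of 0.34 on its traced probe and -0.25 on the probe that the files name.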

KEGG pathway analysis (Table 2) indicated that this maternal cortisol infusion upregulated pathways in the postnatal lamb IVS involving protein processing in the endoplasmic reticulum, ubiquitin-mediated proteolysis, p53 signaling pathway, the ribosome, and mRNA surveillance pathway.

**TABLE 2:** KEGG pathways significantly overrepresented in up anddown-regulated genes in IVS of 2-week-old lambs from cortisol-treated (0.5 mg/kg/day) ewes compared to lambs of control ewes(*n* = 8 lambs per group; 4 males and 4 females).

**Up-regulated pathway names**	**#Genes**	***P*-value**	**Genes**
Protein processing in endoplasmic reticulum	4	0.006	SEC13, ERP29, SEC24C, HERPUD1
Ubiquitin mediated proteolysis	3	0.0195	RCHY1, TCEB1, ANAPC11
p53 signaling pathway	2	0.0367	RCHY1, TSC2
Ribosome	2	0.039	UBA52, RPL13A
mRNA surveillance pathway	2	0.039	SYMPK, PABPC1

**Down-regulated pathway names**			

Spliceosome	7	9.18E-06	RBM17, PRPF3, SNRNP40, RBNP40, RBM25, PLRG1, SRSF1, PRPF40A,
Adipocytokine signaling pathway	3	0.0173	PRKAG2, CAMKK2, PRKAB2
RNA degradation	3	0.0173	EXOSC2, CNOT10, EXOSC10
Hypertrophic cardiomyopathy (HCM)	3	0.0202	PRKAG2, PRKAB2, TPM3,
RNA polymerase	2	0.0223	POLR3GL, POLR1B
Pathways in cancer	5	0.0223	LAMA4, RUNX1, RARA, TPM3, MITF
Base excision repair	2	0.0223	HMGB1, MBD4
Lysosome	3	0.0293	LGMN, CD63, MANBA
Osteoclast differentiation	3	0.0300	CYLD, MAP3K7, MITF
RNA transport	3	0.0404	TGS1, NMD3, EEF1A1
Acute myeloid leukemia	2	0.0404	RUNX1, RARA
Purine metabolism	3	0.0423	POLR3GL, POLR1B, PDE4B

Cellular components associated with the genes down-regulated in the lambs in the CORT group compared to control lambs were macromolecular processes, and intracellular parts. These included AMP-activated protein kinase complex (2 genes; adj. *P* = 8.30E-03), Ada2/Gcn5/Ada3 transcription activator complex (2 genes; adj. *P* = 3.09E-02), sarcoplasmic reticulum (3 genes, *p* = 4.17E-02), exosome (2 genes, *P* = 4.72E-02), autophagic vacuole membrane (2 genes, adj. *P* = 4.10E-02) spliceosome complex (6 genes; adj. *P* = 8.00E-03), and contractile fibers (5 genes, *p* = 4.72E-02). Also associated with downregulated genes in CORT lambs compared to Control lambs were the nucleus and chromosome, including the nucleolus (32 genes; adj. *P* = 9.39E-06), nuclear speck (7 genes; adj. *P* = 1.40E-03), and chromatin (7 genes, *p* = 4.72E-2). The major molecular functions associated with downregulated genes in the CORT lambs compared to Control lambs were protein kinase binding (11 genes; adj. *P* = 1.64E-02) and AMP-activated protein kinase activity (2 genes; adj. *P* = 4.59E-02). 

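For the subunits of AMP-activated protein kinase, PRKAB2 was at 9.53 ± 0.32 (SD, n = 8) in Control and 9.15 ± 0.20 (SD, n = 8) in CORT lambs, a log2 fold change of -0.38 (SE 0.13, exact permutation p = 0.00948) that kept an unadjusted p under 0.05 in all 14 alternatives. PRKAG2 was at 9.18 ± 0.33 and 8.91 ± 0.23, a log2 fold change of -0.27 (SE 0.14, exact permutation p = 0.0780), and passed the unadjusted threshold in 2 of the alternatives. All 8 CORT lambs lay below the Control mean for both genes.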

Cellular metabolic processes (95 genes) and macromolecular catabolic processes (84 genes) were the major biological processes associated with downregulated genes. 

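For the spliceosome, 6 of the genes in Table 2 could be traced to a probe, and all were lower in the IVS of CORT lambs. SRSF1 fell from 8.33 ± 0.38 (SD, n = 8) to 7.99 ± 0.069 (SD, n = 8), a log2 fold change of -0.34 (SE 0.13, exact permutation p = 0.00684). PLRG1 had a log2 fold change of -0.33 (SE 0.12, exact permutation p = 0.0188) and PRPF3 of -0.16 (SE 0.069, exact permutation p = 0.00342). RBM25 had a log2 fold change of -0.29 (SE 0.14, exact permutation p = 0.0681), so its group means did not differ at 0.05 in that test. A list of spliceosome genes, of which the files name 6 with values on all arrays, had a mean log2 fold change of -0.050 with 2 higher and 4 lower (camera adjusted p = 0.672). This mean was above 0, at 0.037, with the arrays weighted by quality.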

More specifically, macromolecule catabolic process (19 genes; adj. *P* = 4.47E-02), mRNA splicing via spliceosome (8 genes; adj. *P* = 4.47E-02) and dosage compensation by inactivation of X chromosome (2 genes; adj. *P* = 4.47E-02) were identified as overrepresented biological processes that were downregulated by the maternal cortisol treatment. KEGG pathways implicated by the downregulated genes (Table 2) were the spliceosome, adipocytokine signaling, RNA degradation, hypertrophic cardiomyopathy, RNA polymerase, pathways in cancer, base excision repair, lysosome, osteoclast differentiation, RNA transport, acute myeloid leukemia, and purine metabolism.

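Of the 32 genes with lower expression in the pathways of Table 2, 29 had a traced probe that was tested, all lower in CORT lambs, with log2 fold changes from -0.58 to -0.15. An unadjusted p under 0.05 was reached by 22 and an exact permutation p under 0.05 also by 22. CD63, listed under the lysosome, was lower in all 8 CORT lambs, at 14.66 ± 0.19 (SD, n = 8) in Control and 14.41 ± 0.15 in CORT lambs (log2 fold change -0.26, SE 0.090, exact permutation p = 0.00932). LGMN of the same pathway had a log2 fold change of -0.38 (SE 0.14, exact permutation p = 0.0250). RARA, in the pathways of cancer and acute myeloid leukemia, had one of -0.33 (SE 0.13, exact permutation p = 0.0241), and RUNX1 of the same pathways did not pass the brightness limit. PDE4B, listed under purine metabolism, had a log2 fold change of -0.44 (SE 0.17, exact permutation p = 0.0270), with CORT lamb 2 far above the other CORT lambs at 9.52. TPM3, listed under hypertrophic cardiomyopathy, had one of -0.22 (SE 0.094, exact permutation p = 0.0314). For RNA transport, NMD3 had a log2 fold change of -0.25 (SE 0.11, exact permutation p = 0.0401). The difference in EEF1A1 was the largest in size, -0.58 (SE 0.28), and its exact permutation p of 0.105 was not under 0.05. CORT lamb 2 was far below the other CORT lambs for EEF1A1, at 14.74. Neither CYLD, listed under osteoclast differentiation, nor EEF1A1 had an unadjusted p under 0.05 in any of the 14 alternatives.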

ClueGO recognized 255 differentially expressed genes in the IVS, of which 252 had functional annotations. The 252 genes were significantly associated with 10 gene ontology terms or KEGG pathways and further organized into six groups, which were used to create an enriched network based on gene-gene interactions (Figure 2). The group with the most terms associated to it was the spliceosomal complex.

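Among the genes that Figure 2 links to this group are C9orf78, LUC7L2, PDCD7, HNRNPH3 and SNRPB. C9orf78 fell from 12.22 ± 0.20 (SD, n = 8) in Control to 11.80 ± 0.18 (SD, n = 8) in CORT lambs, a log2 fold change of -0.42 (SE 0.097, exact permutation p = 0.000311) with all 8 CORT lambs below the Control mean. LUC7L2 had a log2 fold change of -0.35 (SE 0.11, exact permutation p = 0.000932) and PDCD7 of -0.37 (SE 0.12, exact permutation p = 0.0106). These 3 genes kept an unadjusted p under 0.05 in all 14 alternatives. HNRNPH3 was also lower, by a log2 fold change of -0.27 (SE 0.13, exact permutation p = 0.0643), while SNRPB was higher, at 0.26 (SE 0.12, exact permutation p = 0.0544).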

**FIGURE 2:**
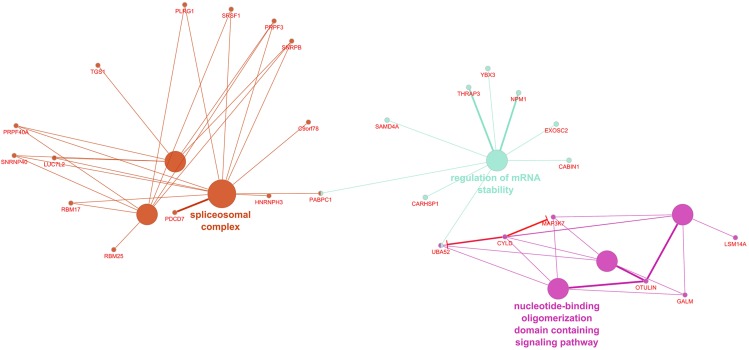
Enriched ClueGO gene network from the interventricular septum. Similar gene ontology or KEGG pathway terms are clustered by color and the representative term for those clusters are presented. Gene names shown in red; Red lines with bars represent interactions involved in gene repression.

### Genes Altered by Maternal Cortisol Infusion in the Epicardial Fat of the Postnatal Lamb

Modeling of the 93 upregulated genes by prior maternal cortisol in the epicardial adipose of the CORT lambs compared to Control lambs (Supplementary Table 3) did not identify any significant biological processes or molecular function. There were also no KEGG pathways identified as significantly represented by upregulated genes. This is likely because of the relatively small number of upregulated genes. Analysis using the Bingo plugin of Cytoscape, resulted in identification of blood vessel development, angiogenesis and negative regulation of endothelial cell differentiation as the upregulated processes in epicardial fat of CORT lambs compared to Control lambs. These pathways included increased expression of NOTCH3, NOTCH4, KDR, FLT1, MEOX1, and MMP14. However, each of these genes was only modestly upregulated, approximately 20–30%; only GBP2 (guanylate binding protein 2) was upregulated more than 2-fold. Together these indicate possible upregulation of blood vessel formation in the EAT of lambs of cortisol-treated ewes compared to the controls.

There were 176 genes with decreased expression in the EAT of the 2-week-old CORT lambs after prior maternal cortisol infusion (Supplementary Table 3). The mitochondrion was the cellular compartment most significantly associated with the downregulated genes in the CORT lambs compared to Control lambs (41 genes, 1.9E-05). Catalytic activity and oxido-reductase activity were identified as the molecular functions overrepresented in the downregulated genes in the CORT lambs compared to Control lambs: these pathways included cytochrome c oxidase activity (3 genes encoding subunits of this protein, *p* = 4.66E-02), superoxide dismutase activity (2 genes encoding SOD, *p* = 3.26E-02), oxidoreductase activity, acting on the CH-CH group of donors, NAD or NADP as acceptor (3 genes, *p* = 4.66E-02), enoyl-CoA hydratase activity (2 genes, *p* = 4.66E-02), and hydroxymethylglutaryl-CoA synthase (2 genes, *p* = 2.37E-02). The biological processes identified for the downregulated genes in CORT lambs were associated with small molecule metabolic processes (47 genes), including lipid metabolic processes (27 genes) and with oxido-reduction (18 genes); more specifically the processes were regulation of fatty acid metabolic processes (6 genes, *p* = 3.68E-02), cholesterol metabolic processes (5 genes, *p* = 4.83E-02), respiratory electron transport chain (7 genes, *p* = 1.62E-02) and coenzyme A metabolic processes (4 genes, *p* = 1.62E-2).

KEGG pathways associated with the differentially down-regulated genes in the CORT lambs compared to the Control lambs are pathways related to metabolism e.g., butanoate, propanoate, fructose and mannose, fatty acid elongation, peroxisome, TCA cycle, ketone bodies, and mitochondria (e.g., Parkinson’s disease, Huntington’s disease), with some overlap between these pathways (Table 3). Bingo analysis suggested that the downregulated genes also contained an overrepresentation of genes involved in iron ion homeostasis.

**TABLE 3:** KEGG pathways significantly overrepresented in downregulated genes in EAT of 2-week-old lambs from cortisol-treated (0.5 mg/kg/day) (*n* = 9 lambs, 4 male and 5 female) compared to lambs of control ewes (*n* = 7, 3 male and 4 female).

**Down-regulated pathway names**	**#Genes**	***P*-value**	**Genes**
Metabolic pathways	32	5.6E-05	HSD17B1, COX5B, COX6C, COX6B1, GK, HK1, ACACB, UCK1, CMBL, NDUFAB1, PIGP, EPHX2, ADA, HMGCS1, HMGCS2, TMZSF2, DLD, HADHB, POLR1B, GMDS, DTYMK, FBP2, PANK1, ECHS1, DLST, CRLS1, ALDH5A1, ALDH1A1, PON3, ACLY, MLYCD, PAFAH1B2
Peroxisome	6	0.004	MLYCD, PECR, SOD1, SOD2 PECR, PEX12, EPHX2
Butanoate metabolism	4	0.004	HMGCS1, HMGCS2, ECHS1, ALDH5A1
Huntington’s disease	8	0.004	TFAM, SOD1, SOD2, VDAC1, COX5B, COX6C, COX6B1, NDUFAB1
Parkinson’s disease	6	0.006	COX5B, COX6C, COX6B1, VDAC1, NDUFAB1, UBE2G2
Valine, leucine and isoleucine degradation	5	0.006	HMGCS1, HMHCS2, HADHB, DLD, ECHS1
Citrate cycle (TCA cycle)	3	0.030	DLST, DLD, ACLY
Propanoate metabolism	3	0.036	MLYCD, ACACB, ECHS1
Synthesis and degradation of ketone bodies	2	0.036	HMGCS1, HMHCS2
Fatty acid elongation in mitochondria	2	0.036	ECHS1, HADHB
Terpenoid backbone biosynthesis	2	0.046	HMGCS1, HMHCS2
Fructose and mannose metabolism	3	0.046	HK1, GMDS, FBP2

The 269 differentially regulated EAT genes were entered into ClueGO; 259 had functional annotations. The 259 genes were associated with 27 gene ontology terms or KEGG pathways and further organized into 4 groups that were used to create an enriched network based on gene-gene interactions. The most significant term from each group was used as the representative term (Figure 3). The group with the most terms associated to it was the acetyl-CoA metabolic process (7 genes, *p* = 6.38E-04).

**FIGURE 3:**
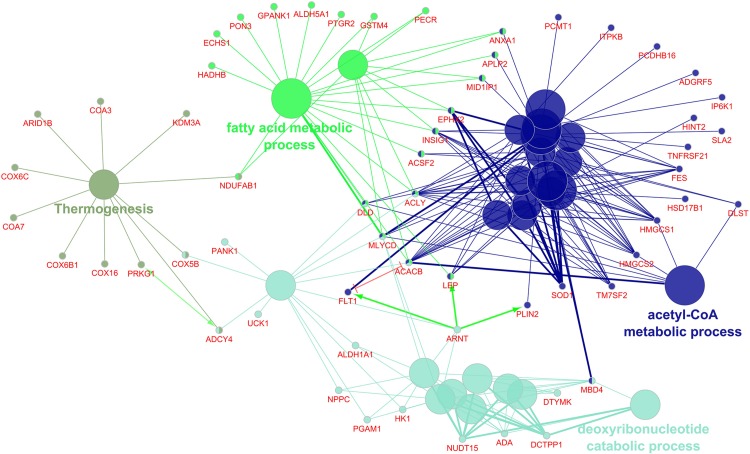
Enriched ClueGO gene network from the epicardial adipose tissue. Similar gene ontology or KEGG pathway terms are clustered by color and the representative term for those clusters are presented. Gene names shown in red; Green lines with arrows represent gene activation interactions; Red lines with bars represent interactions involved in gene repression.

Analysis of overlap of networks represented by differentially expressed genes in CORT lambs across the tissues showed relatively few genes were commonly regulated between EAT compared to either LV (14 genes) or IVS (17 genes), with only very general GO terms such as biological process or cell process associated with these commonly regulated genes. However, when we looked at the networks represented by genes differentially regulated in CORT lambs compared to Control lambs but regulated in the opposite direction in the different tissues, we found an association of some nodes between downregulated genes related to metabolic processes such as carboxylic acid, steroid or fatty acid metabolism and electron transport chain pathways in the EAT and upregulated genes related to cellular protein metabolic processes or protein transport pathways in the LV or related to protein targeting to mitochondria in IVS in CORT lambs (Figures 4B,D). In contrast the few upregulated networks in EAT did not associate with differentially downregulated genes in the LV or IVS in CORT lambs (Figures 4A,C).

**FIGURE 4:**
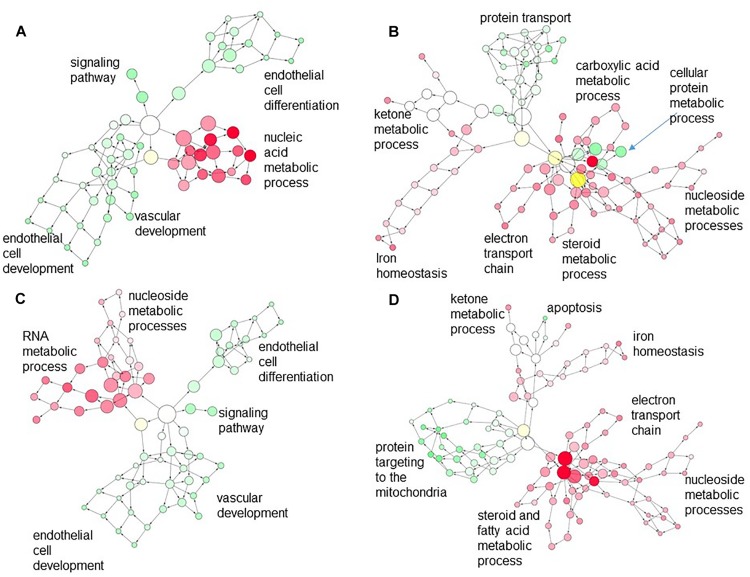
Merged network created in Cytoscape depicting interaction of the gene ontology (GO) terms associated with **(A)** down-regulated genes in the LV (red) and upregulated genes in the EAT (green); **(B)** upregulated genes in the LV (green) with downregulated genes in the EAT (red); **(C)** down-regulated genes in the IVS (red) with upregulated genes in the EAT (green); **(D)** upregulated genes in the IVS (green) with downregulated genes in the EAT (red). Each circle is a node that corresponds to a GO term. Nodes size is proportional to the number of genes associated with that GO term. Nodes are connected by edges; edge length is inversely proportional to the degree of association of the connected nodes. Density of the color in the nodes is proportional to the level of statistical significance. Higher order (most specific) GO terms appear at the periphery of the network.

## Discussion

As noted in our previous publication regarding these lambs, the majority of lambs of ewes treated with cortisol only at night survived the birth process, but at 2 weeks of life we noted a relative thickening of the left ventricular free wall. An increase in cardiac mass or wall thickness has also been previously observed in our studies with continuous maternal infusion of cortisol, which produces double the daily dose of that used in this study (Antolic et al., 2017), as well as in other models with dexamethasone treatment in sheep (Dodic et al., 2001). In the sheep heart, the cardiomyocytes are terminally differentiated by the time of birth (Jonker et al., 2007b). We do not know if the LV wall thickening occurred *in utero* during the cortisol exposure or only after birth; we also do not have data to determine if this occurs in response to higher arterial pressures postnatally in these lambs. With the higher dose of cortisol to the ewe, there was an increase in collagen deposition in the heart, and also an upregulation of the SMAD and TGFβ pathway (Antolic et al., 2019); the administration of 1 mg/kg/d to the ewe did not increase mean arterial pressure in the fetuses. However, in this current study in lambs, our transcriptomics do not model proliferation, nor do they indicate an increase in SMAD/TGFβ. 

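A list of proliferation genes has 9 members that the files name with values on all arrays. In the LV their mean log2 fold change was 0.096, with 6 higher and 3 lower in CORT lambs (camera adjusted p = 0.336 over 8 lists). In the IVS it was 0.11, with 6 higher and 3 lower (camera adjusted p = 0.427 over 7 lists). For a list of TGFβ, SMAD and collagen genes the mean was -0.050 over 17 members in the LV (adjusted p = 0.463) and -0.025 over 16 in the IVS (adjusted p = 0.504). No single proliferation gene of the list had an unadjusted p under 0.05 in either tissue, and 1 gene of the TGFβ list did in the LV. Neither list passed 0.05 in camera or fry after adjustment under any alternative. The mean of the TGFβ list was below 0 under all alternatives in the LV and all but cyclic loess (0.00016) in the IVS.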

We predict that the growth in these hearts is hypertrophic growth, and that any proliferation is that of fibroblasts or of endothelial cells.

Reports in human infants about the effects of *in utero* cortisol exposure are more conflicting; although postnatal steroid treatment in preterm infants appears to cause left ventricular hypertrophy during the period of therapy, other reports suggest that prenatal glucocorticoids might have either transitory or no effect (Mildenhall et al., 2006, 2009). It has been suggested that the observed hypertrophy may occur in a subset in which mothers also had gestational diabetes; which independently increases the incidence of ventricular enlargement in the newborn (Demiroren et al., 2005; Aman et al., 2011; Garcia-Flores et al., 2011). In our studies, we found that the lambs of the cortisol- treated ewes had increased glucose to insulin ratio compared to lambs of control ewes (Antolic et al., 2015), which may contribute to the mild hypertrophy we observed in these lambs.

Interestingly, in prior cohorts in which ewes were infused continuously with cortisol, producing high levels throughout the 24 h cycle, we have seen high rates of stillbirth (Keller-Wood et al., 2014), and transcriptomic modeling has suggested that the normal progression in patterns of gene transcription are altered by the maternal cortisol exposure (Richards et al., 2014; Antolic et al., 2019). In the model used here, we were able to study newborn lambs to 2 weeks of age, and use transcriptomic modeling to infer pathways altered by the effects of elevated maternal cortisol that should be further investigated in the neonate or as the offspring ages. The present study includes tissue samples that are non-homogeneous; in the left ventricular free wall and septum, this includes cardiomyocytes, Purkinje fibers, fibroblasts, endothelial cells and other components of the vascular walls. In the epicardial fat, in addition to adipose cells, there are also vascular cells and some fibroblasts. Interestingly, the transcriptomic modeling did not indicate disruption in gene expression in pathways critical for oxidative metabolism within IVS or LV as the major effect of the exposure. 

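The files name few genes of oxidative metabolism. Of a list of 80 genes of oxidative phosphorylation, 6 were tested in the LV, with a mean log2 fold change of 0.022, 4 higher and 2 lower in CORT lambs (camera adjusted p = 0.379), a mean that was below 0 with cyclic loess (-0.043) and with the arrays weighted by quality (-0.0035). In the IVS fewer than 5 of them had values on all arrays, and in the deposited matrix, where 6 did, their mean was 0.13 (camera adjusted p = 0.328). The 5 testable genes of glycolysis had a mean log2 fold change of -0.011 in the LV (camera adjusted p = 0.892), which changed sign with the processed signal of the scanner (0.0046), and of 0.086 in the IVS (camera adjusted p = 0.504). Only 1 of 26 genes of the TCA cycle and 3 of 28 of fatty acid oxidation are named, fewer than the 5 required here for such a list.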

Although both metabolic pathways and insulin signaling were identified as KEGG pathways overrepresented by genes with increased expression in the LV in the CORT lambs as compared to the Control lambs, other metabolic pathways were associated with downregulated genes in CORT lambs, and there were few genes and no pathways that specifically relate to TCA cycle function, mitochondrial energetics, or fatty acid or glucose oxidation in the LV, nor in the IVS. This is in contrast to our transcriptomic model in the LV and IVS of the fetus at term after the higher dose, continuous maternal infusion of cortisol during the same period of gestation. 

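Across the 11315 probes tested in both tissues, the LV and IVS log2 fold changes had a Pearson r of 0.31 and a Spearman rho of 0.27, a correlation across probes, which are not independent replicates. An unadjusted p under 0.05 in both tissues was found for 55 probes with the same direction, 18 of them higher and 37 lower in CORT lambs, and for 1 probe with opposite directions. Treatment was also drawn at random over the replicate numbers, the same way in both tissues. Of 100 such draws, the real one included, 11 gave an r as high and 19 as many probes shared in the same direction. Chance thus cannot be excluded for this likeness of the tissues. In Supplementary Tables 1 and 2, 33 genes are listed for both tissues, each traced to the same probe and each in the same direction. A test of the difference between the tissues (interaction in limma, all 32 arrays) had an unadjusted p under 0.05 for 249 of 12344 probes and passed for 0 after adjustment. The correlation moved most with the arrays weighted by quality, to 0.42. EXOSC2 and CNOT10, listed under RNA degradation in both tissues, were lower in CORT lambs in each. EXOSC2 fell from 7.80 ± 0.15 (SD, n = 8) to 7.59 ± 0.21 in the LV, with an exact permutation p of 0.0406, and from 8.01 ± 0.31 to 7.69 ± 0.29 in the IVS, with an exact permutation p of 0.0480. The log2 fold change of CNOT10 was -0.24 in the LV (SE 0.10, exact permutation p = 0.0502) and -0.44 in the IVS (SE 0.14, exact permutation p = 0.00699). A list of RNA transport genes had a mean log2 fold change of -0.18 in the IVS over 6 members, 5 of them lower (camera adjusted p = 0.0991), and did not pass after adjustment in fry (adjusted p = 0.183) or with an estimated correlation (adjusted p = 0.172). Lists of RNA degradation, ubiquitin-mediated proteolysis and mitochondrial protein import could not be tested, since the files name no more than 3 of the genes in any of them.

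**Figure D2:**
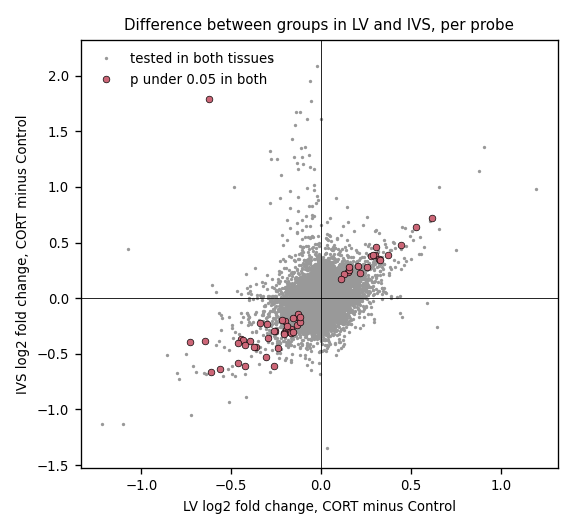
Difference between CORT and Control lambs in the LV (x axis) and the IVS (y axis), as log2 fold change, for each of the 11315 probes tested in both tissues, with filled circles for probes that have an unadjusted p under 0.05 in both. Of the filled circles, 55 lie in the quadrants of equal direction and 1 in a quadrant of opposite direction. In 19 of 100 random draws of treatment, the real one included, as many probes shared a direction.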

In the present cohort, in both LV and IVS, pathways related to RNA transport, and RNA degradation were associated with downregulated genes in CORT lambs, and ubiquitin-mediated proteolysis and protein targeting to the mitochondria were identified as upregulated pathways in CORT lambs as compared to Control lambs. This suggests that protein synthesis and degradation may both be impacted in the lambs. In the IVS G1 to S phase transition was identified as a downregulated KEGG pathway in CORT lambs as compared to Control lambs, consistent with upregulation of genes associated with the ribosome and with endoplasmic reticulum protein processing, and suggesting cells remain in the G1 phase longer, which would be consistent with non-proliferative growth or with DNA repair, The AMPK pathway and adipocytokine signaling pathways were modeled as downregulated in IVS of CORT lambs compared to Control lambs (AMPK subunits: PRKAG2, PRKAB2, and CAMKK were downregulated). 

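GSPT1, whose name states the G1 to S phase transition, was at 7.67 ± 0.23 (SD, n = 8) in Control and 7.42 ± 0.11 (SD, n = 8) in CORT lambs, a log2 fold change of -0.24 (SE 0.094, exact permutation p = 0.0169) with all 8 CORT lambs below the Control mean. The paper's text and Table 2 do not list the genes of that pathway. A gene name is not evidence of function, so this value does not test a change in the cell cycle. CAMKK2, listed under adipocytokine signaling in Table 2, was at 7.83 ± 0.28 and 7.54 ± 0.20, a log2 fold change of -0.29 (SE 0.12, exact permutation p = 0.0236) with 7 of 8 CORT lambs below the Control mean. Under the 14 alternatives, the log2 fold change of GSPT1 lay between -0.51 and -0.13 and that of CAMKK2 between -0.54 and -0.20, with an unadjusted p under 0.05 in 13 alternatives for each.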

AMPK suppresses proliferative growth, and increases fatty acid oxidation, but also stimulates autophagy (Mihaylova and Shaw, 2011). 

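Of a list of 51 genes of angiogenesis, 16 could be tested in each tissue. In the LV, 11 were higher and 5 lower in CORT lambs, with a mean log2 fold change of 0.020 (camera adjusted p = 0.336). The LV mean lay between -0.036 and 0.034 over all ways of processing, so its sign was not stable. In the IVS, 6 were higher and 10 lower, with a mean of -0.019 (camera adjusted p = 0.504), below 0 under all alternatives. The adjusted p of camera was 0.270 or more in the LV and 0.421 or more in the IVS under every alternative.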

Because our samples include cardiomyocytes, fibroblasts, endothelial cells and other cell types, it is not possible to determine in which cell type growth or autophagy might be altered, however, the angiogenic pathway was not identified as a pathway overrepresented by the differentially expressed genes, so that the model does not suggest any alterations in angiogenesis in the LV or IVS. Overall, the transcriptomic model is more consistent with structural remodeling in the offspring heart rather than disruption of energetics and oxidation of fatty acids, and suggests that there may be proliferation of non-myocyte cell types such as fibroblasts. Thus the study indicates that longer term studies of the offspring as they age should focus on cardiac remodeling and hypertrophy.

In EAT and LV there are indications of a functional intersection in differentially regulated pathways. Using Cytoscape, we can visualize the intersection of the networks modeled by the differentially regulated genes. In the case of LV and EAT, there appears to be a clustering of nodes (representing genes) in LV involved in cellular macromolecular and protein metabolic processes, which are upregulated in LV, with nodes in EAT for ketoacids and fatty acid metabolism, which are downregulated (Figure 4B). In our Webgestalt analysis, the models found that in both LV and EAT pathways associated with fatty acids were identified as overrepresented by the differentially regulated genes. In EAT, the pathways for fatty acid elongation (PECR, ECHS1, HADHB, and MLYCD), and ketone production (HMGCS1 and HMGCS2, encoding HMG-CoA synthase) were identified from downregulated genes. Interestingly, peroxisome was identified as a pathway with increased gene expression in LV and decreased in EAT. Peroxisomes are important for catabolism of long chain fatty acids and for production of the plasmalogens which are used in myelination, as structural phospholipids and to protect against oxidative stress, but not as substrates for mitochondrial oxidative phosphorylation (Dudda et al., 1996; Brosche and Platt, 1998; Sindelar et al., 1999). In EAT the peroxisomal genes downregulated were associated with responses to oxidative stress (SOD1, SOD2, encoding superoxide dismutases, and EPHX2, encoding epoxide hydrolase). The peroxisomal pathway genes upregulated in the LV were associated with fatty acid production [PEX13, important in peroxisomal biogenesis (Maxwell et al., 2003); SLC27A, acyl CoA synthetase [Reviewed in Soupene and Kuypers (2008)]; and ACACB, catalyzing production of malonyl CoA, a negative regulator of acyl CoA uptake (Brownsey et al., 2006)]. 

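SLC27A2 was at 15.25 ± 0.27 (SD, n = 8) in the LV of Control and 15.53 ± 0.21 (SD, n = 8) in that of CORT lambs, a log2 fold change of 0.28 (SE 0.11, exact permutation p = 0.0375). ACACB rose by 0.23 on the log2 scale (SE 0.098, exact permutation p = 0.0423) in all 8 CORT lambs, with CORT lamb 5 far above the others at 8.69. PEX13 rose by 0.15 (SE 0.074, exact permutation p = 0.0606) in 6 of 8 CORT lambs and had an unadjusted p under 0.05 in 3 of 14 alternatives. AGPS, which Table 1 also lists under the peroxisome, rose by 0.10 (SE 0.046, exact permutation p = 0.0123). The files name 3 of the 62 genes in a list of peroxisomal genes, which was therefore not tested.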

In a study in our laboratory in newborn lambs born to ewes treated continuously with 1 mg/kg/d cortisol, cardiac levels of plasmenyl-phosphatidylcholines (plasmenyl-PC), plasmanyl-phosphatidylethanolamines (plasmanyl-PE), and cardiolipins (CL) were reduced whereas triglycerides and diglycerides were elevated (Walejko et al., 2019). Oxidized plasmalogen products are elevated in a porcine model of myocardial infarction, and are thought to play a role in protection against oxidative stress in the heart and in the brain (Schmid and Takahashi, 1968; Dudda et al., 1996; Brosche and Platt, 1998). Thus, these results suggest that the EAT in offspring hearts may be more susceptible to oxidative stress, and that the LV is perhaps upregulating adaptive responses to oxidative stress; thus the capacity of the offspring heart to respond to oxidative challenge would be important to test in further studies in more mature offspring.

In IVS, there was also some suggestions of overlap with EAT in the functional pathways that were differentially affected by the *in utero* cortisol exposure. The intersection of GO networks was less impressive, with only negative regulation of anti-apoptosis in the IVS being closely clustered to downregulation of genes associated with metabolic changes in the EAT. 

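In the IVS, DGAT2 (probe A_70_P051791) was at 8.88 ± 0.54 (SD, n = 8) in Control and 10.24 ± 1.10 (SD, n = 8) in CORT lambs, a log2 fold change of 1.36 (SE 0.39, exact permutation p = 0.00963) with 7 of 8 CORT lambs above the Control mean. Within slides its difference ranged from 0.85 to 1.82, and its unadjusted p was under 0.05 in all 14 alternatives. LSR (probe A_70_P063751) was at 11.19 ± 1.32 and 12.74 ± 1.06, a log2 fold change of 1.55 (SE 0.54, exact permutation p = 0.0205) with all 8 CORT lambs above the Control mean. The difference in LSR was 3.53 on slide 3, which holds 2 Control and 2 CORT arrays, and 0.70 on the slide where it was smallest. With the arrays weighted by quality it fell to 0.60 and its unadjusted p was not under 0.05. LSR rises and falls across arrays together with most other IVS genes of a listed fold change above 2, a pattern that DGAT2 does not share.

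**Figure D3:**
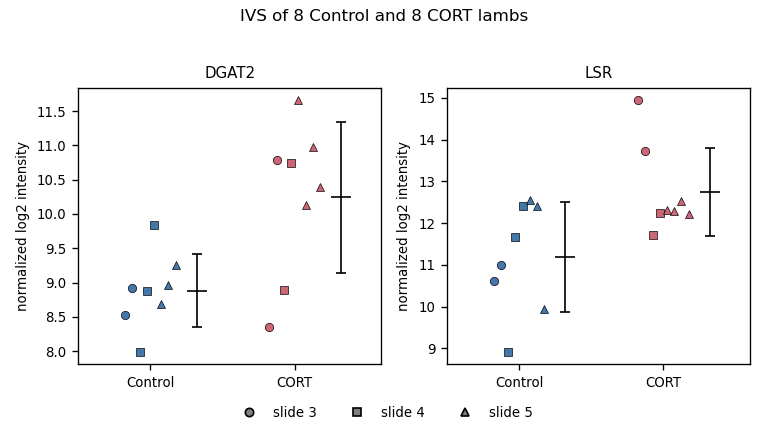
Normalized log2 intensity of DGAT2 and LSR in the IVS of each Control and CORT lamb, with the mean and SD of each group beside the points and the slide shown by the symbol. The highest LSR values, 14.94 and 13.72, are those of the 2 CORT arrays of slide 3.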

There is some suggestion that triglyceride uptake and production is altered; increased expression of DGAT2, encoding an enzyme responsible for *de novo* synthesis of triglycerides, as well as LSR, encoding the protein responsible for uptake of triglycerides, was identified in the IVS. In our previous study of the newborn cardiac metabolome after maternal cortisol exposure, we found higher levels of di and triglycerides (Walejko et al., 2019). DGAT2 expression is linked to insulin resistance in muscle fibers (Levin et al., 2007). Potentially the IVS may ectopically deposit triglycerides made from the precursor metabolites that should have been stored in the EAT but were not, due to the relative immaturity of the EAT adipocytes. Ectopic deposition of “fat” in the ventricles is linked to a variety of defects of heart function [for review see (Borén et al., 2013; Mazzali et al., 2015)], so this may have important health implications. However, further studies are needed to explore a possible link between EAT dysfunction and triglyceride deposition as the animals mature.

Iron ion homeostasis was an overrepresented gene ontology in the genes downregulated in the cortisol treatment group, and this is consistent with the role of iron in controlling levels of reactive oxygen species in mitochondria during respiration. The gene most significantly reduced by maternal cortisol treatment in the microarray analyses of EAT was lactotransferrin (LTF), or lactoferrin, one of the genes included in the iron ion homeostasis category modeled. However, iron also plays a role in adipogenesis, lipolysis, lipid peroxidation, insulin-mediated glucose uptake, and mitochondrial biogenesis (Rumberger et al., 2004; Green et al., 2006; Moreno-Navarrete et al., 2014a). The macrophages of adipose depots recycle iron for proper adipocyte function, but also manipulate storage during inflammation and resolution of inflammation (Hubler et al., 2015). Thus, although maternal cortisol treatment appears to affect iron homeostasis in EAT, the causes and consequences of this are unclear from our data. The expression of genes encoding ATP citrate lyase (ACLY) and adipose differentiation-related protein (PLIN2) were reduced in expression in the EAT of the cortisol treatment group. ACLY produces acetyl CoA for lipogenesis and cholesterol genesis, and PLIN2 is a marker of lipid vacuoles of mature adipocytes. Knockdown of LTF decrease adipogenic, lipogenic and insulin signaling-related gene expression in pre-adipocytes (Moreno-Navarrete et al., 2014b) and supplementation promotes lipolysis in cultured adipocytes (Ikoma-Seki et al., 2015), and endogenous lactoferrin, produced by adipocytes, is necessary for the differentiation of preadipocytes to adipocytes (Moreno-Navarrete et al., 2013). These gene expression changes suggest that the EAT of the treated lambs is still proliferating and or relatively undifferentiated compared to the EAT of lambs of untreated ewes. This is complemented by the continued angiogenesis modeled in the cortisol treatment group, together these imply continued growth of the EAT depot. We were technically unable to measure whether there was an increase in the size of this adipose tissue depot due to hyperplasia following maternal cortisol treatment. These data suggest a larger depot might be more evident in older animals than those used in this study when the depot has completely formed. A larger EAT depot could have important health consequences. For example, the thickness of human EAT is correlated at only 8 years of age with increased risk of higher corrected-BMI and metabolic syndrome (Barbaro et al., 2016), and the volume and density of EAT is associated with cardiovascular disease including hypertension (Börekçi et al., 2015), resistant hypertension (Erdogan et al., 2016), myocardial ischemia (Hell et al., 2016) and coronary artery calcification (Gauss et al., 2015).

The effects of maternal cortisol are substantially different than those of maternal nutrition (either over or under) or placental restriction, which effect changes in leptin, adiponectin, PPARγ signaling, and IGFs that parallel the plane of nutrient supply to the fetus (Muhlhausler et al., 2007; Duffield et al., 2008, 2009), suggesting that this effect is not secondary to a limitation in substrate ability to the heart *in utero*. Our results do suggest long-lasting effects of the maternal hypercortisolemia on the postnatal heart, and suggest that alterations in epicardial adipose maturation and function may contribute to changes in cardiac structure and function. The transcriptomic model is consistent with the phenotype of the lambs; they were healthy and grew normally, and had minor cardiac wall thickening (Antolic et al., 2015).

The importance of glucocorticoids for organ maturation in late gestation (Silver, 1990; Liggins, 1994; Fowden and Silver, 1995; Phillips et al., 1997; Rog-Zielinska et al., 2013; Agnew et al., 2018) is most evident in preterm babies, in whom antenatal glucocorticoid therapy is essential for improving lung maturation; however, this life-saving intervention may also increase the risk for developing cardiovascular disease later in life (Benediktsson et al., 1993; Seckl, 2004; Dalziel et al., 2005; McKinlay et al., 2015). Accumulating evidence now shows that glucocorticoids are also necessary for cardiac maturation, and that excessive *in utero* exposure to glucocorticoids can negatively impact the maturational process. Studies from our lab indicate that elevations in maternal cortisol concentration throughout late gestation alters the normal trajectory of cardiac gene expression in the ovine fetus (Richards et al., 2014; Antolic et al., 2019), which persists into postnatal development. Although the underlying mechanism(s) is still under investigation, it appears to involve multiple signaling pathways (particularly those involved in cardiac metabolism), transcription factors, and protein abundance and activity. As a consequence, perinatal exposure to glucocorticoids may program the cardiac transcriptome, leaving individuals exposed during that developmental window susceptible to cardiovascular disease.

## Data Availability

The datasets generated for this study can be found in the National Center for Biotechnology Information’s and the Gene Expression Omnibus, GSE131537 and GSE119254.

## Ethics Statement

This study was carried out in accordance with the recommendations of the NIH Guide for the Care and Use of Laboratory Animals. The protocol was approved by the University of Florida Institutional Care and Use Committee.

## Author Contributions

MK-W and ER designed the study. AA and ER carried out the array analysis. All authors analyzed and interpreted the data, and drafted and approved the final version of the manuscript. AA and MK-W prepared the figures.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: A Transcriptomic Model of Postnatal Cardiac Effects of Prenatal Maternal Cortisol Excess in Sheep
**Source:** Front Physiol. 2019 Jul 3;10:816. doi: 10.3389/fphys.2019.00816
**Supplement:** Supplementary file 1

Supplemental Table 1: Differentially expressed genes (p<0.05) in Left Ventricle of 2week old lambs after maternal cortisol treatment

Fold changes are expressed as values in lambs of cortisol-treated ewes compared to control lambs

| <b>Official Symbol</b> | <b>Gene Name</b>                                                                               | <b>Fold Change</b> | <b>P.Value</b> |
|------------------------|------------------------------------------------------------------------------------------------|--------------------|----------------|
| GBP2                   | guanylate binding protein 2, interferon-inducible                                              | 2.41               | 0.0510         |
| RGS2                   | regulator of G-protein signaling 2                                                             | 1.55               | 0.0051         |
| INHA                   | inhibin, alpha                                                                                 | 1.51               | 0.0306         |
| MYL6B                  | myosin, light chain 6B                                                                         | 1.43               | 0.0115         |
| CINP                   | cyclin-dependent kinase 2-interacting protein                                                  | 1.37               | 0.0138         |
| C7orf23                | chromosome 7 open reading frame 23                                                             | 1.32               | 0.0414         |
| TOR3A                  | torsin family 3, member A                                                                      | 1.31               | 0.0477         |
| MOBK1A                 | MOB1, Mps One Binder kinase activator-like 1A (yeast)                                          | 1.31               | 0.0219         |
| FAM108C1               | family with sequence similarity 108, member C1                                                 | 1.29               | 0.0058         |
| TAF2                   | TATA box binding protein (TBP)-associated factor 2                                             | 1.28               | 0.0023         |
| PEG10                  | paternally expressed 10                                                                        | 1.27               | 0.0121         |
| GZMB                   | granzyme B                                                                                     | 1.27               | 0.0115         |
| ING3                   | inhibitor of growth family, member 3                                                           | 1.26               | 0.0158         |
| TMCO6                  | transmembrane and coiled-coil domains 6                                                        | 1.26               | 0.0008         |
| FBXO31                 | F-box protein 31                                                                               | 1.25               | 0.0126         |
| ALG1                   | asparagine-linked glycosylation 1                                                              | 1.25               | 0.0128         |
| DDX3X                  | DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, X-linked                                             | 1.24               | 0.0528         |
| UBR1                   | ubiquitin protein ligase E3 component n-recognin 1                                             | 1.24               | 0.0439         |
| FKBP4                  | FK506 binding protein 4, 59kDa                                                                 | 1.23               | 0.0107         |
| MFN2                   | mitofusin 2                                                                                    | 1.23               | 0.0485         |
| FZD6                   | frizzled homolog 6 (Drosophila)                                                                | 1.23               | 0.0048         |
| CFL1                   | cofilin 1 (non-muscle)                                                                         | 1.23               | 0.0314         |
| REXO4                  | REX4, RNA exonuclease 4 homolog (S. cerevisiae)                                                | 1.22               | 0.0042         |
| SLC27A2                | solute carrier family 27 (fatty acid transporter), member 2                                    | 1.21               | 0.0238         |
| TIMM8A                 | translocase of inner mitochondrial membrane 8 homolog A                                        | 1.21               | 0.0156         |
| NME2                   | NME/NM23 Nucleoside Diphosphate Kinase 2                                                       | 1.21               | 0.0175         |
| DHRS11                 | dehydrogenase/reductase (SDR family) member 11                                                 | 1.21               | 0.0085         |
| TRAPPC6B               | trafficking protein particle complex 6B                                                        | 1.20               | 0.0276         |
| ABP1                   | amiloride binding protein 1 (amine oxidase (copper-containing))                                | 1.20               | 0.0440         |
| ACACB                  | acetyl-Coenzyme A carboxylase beta                                                             | 1.20               | 0.0231         |
| HERPUD1                | homocysteine-inducible, endoplasmic reticulum stress-inducible, ubiquitin-like domain member 1 | 1.20               | 0.0267         |
| ANAPC13                | anaphase promoting complex subunit 13                                                          | 1.19               | 0.0105         |
| BMI1                   | BMI1 polycomb ring finger oncogene                                                             | 1.19               | 0.0534         |
| ASNA1                  | arsA arsenite transporter, ATP-binding, homolog 1                                              | 1.19               | 0.0373         |

|           |                                                                                 |      |        |
|-----------|---------------------------------------------------------------------------------|------|--------|
| EGR3      | early growth response 3                                                         | 1.18 | 0.0245 |
| MRPL21    | mitochondrial ribosomal protein L21                                             | 1.18 | 0.0102 |
| ACAP1     | ArfGAP with coiled-coil, ankyrin repeat and PH domains 1                        | 1.18 | 0.0286 |
| SULF2     | sulfatase 2                                                                     | 1.18 | 0.0493 |
| PPID      | peptidylprolyl isomerase D                                                      | 1.18 | 0.0524 |
| TCEB2     | transcription elongation factor B (SIII), polypeptide 2 (18kDa, elongin B)      | 1.18 | 0.0022 |
| WSB2      | WD repeat and SOCS box-containing 2                                             | 1.17 | 0.0129 |
| DSCC1     | defective in sister chromatid cohesion 1 homolog (S. cerevisiae)                | 1.17 | 0.0190 |
| RCHY1     | ring finger and CHY zinc finger domain containing 1                             | 1.17 | 0.0030 |
| SLC38A5   | solute carrier family 38, member 5                                              | 1.17 | 0.0510 |
| CDK18     | PCTAIRE protein kinase 3                                                        | 1.17 | 0.0329 |
| SNTB2     | syntrophin, beta 2 (dystrophin-associated protein A1, 59kDa, basic component 2) | 1.17 | 0.0371 |
| BRWD1     | bromodomain and WD repeat domain containing 1                                   | 1.17 | 0.0538 |
| SF3B3     | splicing factor 3b, subunit 3, 130kDa                                           | 1.17 | 0.0144 |
| NR3C1     | nuclear receptor subfamily 3, group C, member 1                                 | 1.16 | 0.0363 |
| KIDINS220 | kinase D-interacting substrate, 220kDa                                          | 1.16 | 0.0158 |
| NRP1      | neuropilin 1                                                                    | 1.16 | 0.0181 |
| DUSP6     | dual specificity phosphatase 6                                                  | 1.16 | 0.0498 |
| SREBF1    | sterol regulatory element binding transcription factor 1                        | 1.16 | 0.0244 |
| LNK2      | ligand of numb-protein X 2                                                      | 1.16 | 0.0369 |
| ANXA6     | annexin A6                                                                      | 1.16 | 0.0523 |
| CBR4      | carbonyl reductase 4                                                            | 1.16 | 0.0312 |
| SDCCAG8   | serologically defined colon cancer antigen 8                                    | 1.15 | 0.0102 |
| GABPA     | GA binding protein transcription factor, alpha subunit 60kDa                    | 1.15 | 0.0198 |
| GTF2H5    | general transcription factor IIH, polypeptide 5                                 | 1.15 | 0.0416 |
| MRPL19    | mitochondrial ribosomal protein L19                                             | 1.15 | 0.0359 |
| ATP5S     | ATP synthase, H <sup>+</sup> transporting, mitochondrial F0 complex, subunit s  | 1.15 | 0.0314 |
| MRPL48    | mitochondrial ribosomal protein L48                                             | 1.15 | 0.0112 |
| PIN1      | peptidylprolyl cis/trans isomerase, NIMA-interacting 1                          | 1.15 | 0.0335 |
| HDGF      | hepatoma-derived growth factor (high-mobility group protein 1-like)             | 1.15 | 0.0207 |
| C19orf2   | chromosome 19 open reading frame 2                                              | 1.15 | 0.0432 |
| UCKL1     | uridine-cytidine kinase 1-like 1                                                | 1.15 | 0.0237 |
| TOMM40    | translocase of outer mitochondrial membrane 40 homolog                          | 1.14 | 0.0308 |
| TOMM5     | translocase of outer mitochondrial membrane 5 homolog                           | 1.14 | 0.0246 |
| CISD1     | CDGSH iron sulfur domain 1                                                      | 1.14 | 0.0321 |
| LRRC47    | leucine rich repeat containing 47                                               | 1.14 | 0.0180 |

|          |                                                                                          |      |        |
|----------|------------------------------------------------------------------------------------------|------|--------|
| ELAVL1   | ELAV (embryonic lethal, abnormal vision, Drosophila)-like 1 (Hu antigen R)               | 1.14 | 0.0088 |
| DNAJC11  | DnaJ (Hsp40) homolog, subfamily C, member 11                                             | 1.14 | 0.0411 |
| CNOT7    | CCR4-NOT transcription complex, subunit 7                                                | 1.13 | 0.0468 |
| ZFAND5   | similar to zinc finger, AN1-type domain 5; zinc finger, AN1-type domain 5                | 1.13 | 0.0186 |
| IPO5     | importin 5                                                                               | 1.13 | 0.0442 |
| KLHL9    | kelch-like 9 (Drosophila)                                                                | 1.13 | 0.0508 |
| FNIP1    | folliculin interacting protein 1                                                         | 1.13 | 0.0502 |
| KCTD20   | potassium channel tetramerisation domain containing 20                                   | 1.13 | 0.0261 |
| SLC7A1   | solute carrier family 7 (cationic amino acid transporter, $\gamma$ + system), member 1   | 1.13 | 0.0418 |
| PEX13    | peroxisomal biogenesis factor 13                                                         | 1.12 | 0.0531 |
| MMAB     | methylmalonic aciduria (cobalamin deficiency) cblB type                                  | 1.12 | 0.0403 |
| NUMB     | numb homolog (Drosophila)                                                                | 1.12 | 0.0521 |
| C19orf43 | chromosome 19 open reading frame 43                                                      | 1.12 | 0.0272 |
| ARHGAP29 | Rho GTPase activating protein 29                                                         | 1.12 | 0.0468 |
| ZNF292   | zinc finger protein 292                                                                  | 1.12 | 0.0462 |
| HPRT1    | hypoxanthine phosphoribosyltransferase 1                                                 | 1.11 | 0.0231 |
| MRPS10   | mitochondrial ribosomal protein S10                                                      | 1.11 | 0.0296 |
| ZNF414   | zinc finger protein 414                                                                  | 1.11 | 0.0108 |
| PHOSPHO2 | phosphatase, orphan 2                                                                    | 1.11 | 0.0507 |
| BIRC6    | baculoviral IAP repeat-containing 6                                                      | 1.11 | 0.0216 |
| CALM2    | calmodulin 2 (phosphorylase kinase, delta)                                               | 1.11 | 0.0542 |
| FOXS1    | forkhead box S1                                                                          | 1.11 | 0.0108 |
| PTOV1    | prostate tumor overexpressed 1                                                           | 1.11 | 0.0159 |
| CTDSPL2  | CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase like 2 | 1.10 | 0.0387 |
| CTDSP1   | CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase 1      | 1.10 | 0.0385 |
| PPP2R4   | protein phosphatase 2A activator, regulatory subunit 4                                   | 1.10 | 0.0300 |
| RB1CC1   | RB1-inducible coiled-coil 1                                                              | 1.10 | 0.0496 |
| C9orf80  | chromosome 9 open reading frame 80                                                       | 1.10 | 0.0321 |
| ZBTB11   | zinc finger and BTB domain containing 11                                                 | 1.10 | 0.0526 |
| UBA2     | ubiquitin-like modifier activating enzyme 2                                              | 1.10 | 0.0324 |
| PSMG2    | proteasome (prosome, macropain) assembly chaperone 2                                     | 1.10 | 0.0437 |
| CHMP2B   | chromatin modifying protein 2B                                                           | 1.10 | 0.0360 |
| ZFAND6   | zinc finger, AN1-type domain 6                                                           | 1.10 | 0.0426 |
| MAP2     | microtubule-associated protein 2                                                         | 1.10 | 0.0540 |
| SRPK2    | SFRS protein kinase 2                                                                    | 1.10 | 0.0375 |
| PPM1A    | protein phosphatase 1A                                                                   | 1.09 | 0.0407 |

|          |                                                                                                                                  |      |        |
|----------|----------------------------------------------------------------------------------------------------------------------------------|------|--------|
| USP39    | ubiquitin specific peptidase 39                                                                                                  | 1.09 | 0.0464 |
| AGPS     | alkylglycerone phosphate synthase                                                                                                | 1.09 | 0.0243 |
| TICAM2   | toll-like receptor adaptor molecule 2                                                                                            | 1.09 | 0.0539 |
| ETF1     | eukaryotic translation termination factor 1                                                                                      | 1.09 | 0.0482 |
| PIP4K2A  | phosphatidylinositol-5-phosphate 4-kinase, type II, alpha                                                                        | 1.09 | 0.0354 |
| SNX3     | sorting nexin 3                                                                                                                  | 1.09 | 0.0433 |
| LUZP6    | myotrophin; leucine zipper protein 6                                                                                             | 1.08 | 0.0484 |
| STARD13  | StAR-related lipid transfer (START) domain containing 13                                                                         | 1.07 | 0.0496 |
| C1orf212 | chromosome 1 open reading frame 212                                                                                              | 0.93 | 0.0538 |
| FAM175B  | family with sequence similarity 175, member B                                                                                    | 0.92 | 0.0438 |
| HNRNPUL1 | heterogeneous nuclear ribonucleoprotein U-like 1                                                                                 | 0.92 | 0.0502 |
| RPS2     | ribosomal protein S2                                                                                                             | 0.92 | 0.0313 |
| SRSF4    | serine and arginine rich splicing factor 4                                                                                       | 0.92 | 0.0386 |
| GART     | phosphoribosylglycinamide formyltransferase,<br>phosphoribosylglycinamide synthetase,<br>phosphoribosylaminoimidazole synthetase | 0.91 | 0.0451 |
| SNAPIN   | SNAP-associated protein                                                                                                          | 0.91 | 0.0543 |
| CLOCK    | clock homolog (mouse)                                                                                                            | 0.91 | 0.0130 |
| UBTD1    | ubiquitin domain containing 1                                                                                                    | 0.91 | 0.0278 |
| THYN1    | thymocyte nuclear protein 1                                                                                                      | 0.91 | 0.0381 |
| MESDC2   | mesoderm development candidate 2                                                                                                 | 0.91 | 0.0514 |
| SRL      | sarcalumenin                                                                                                                     | 0.91 | 0.0157 |
| WAPAL    | wings apart-like homolog (Drosophila)                                                                                            | 0.91 | 0.0231 |
| SAP30BP  | SAP30 binding protein                                                                                                            | 0.90 | 0.0538 |
| GLT8D1   | glycosyltransferase 8 domain containing 1                                                                                        | 0.90 | 0.0323 |
| CYBA     | cytochrome b-245, alpha polypeptide                                                                                              | 0.90 | 0.0337 |
| SDF2     | stromal cell-derived factor 2                                                                                                    | 0.90 | 0.0209 |
| DENND4B  | DENN/MADD domain containing 4B                                                                                                   | 0.90 | 0.0442 |
| NUMA1    | nuclear mitotic apparatus protein 1                                                                                              | 0.90 | 0.0538 |
| SLC50A1  | solute carrier family 50 member 1                                                                                                | 0.90 | 0.0517 |
| IFT46    | intraflagellar transport 46                                                                                                      | 0.90 | 0.0306 |
| TAF10    | TAF10 RNA polymerase II, TATA box binding protein (TBP)-<br>associated factor, 30kDa                                             | 0.90 | 0.0433 |
| NTHL1    | nth endonuclease III-like 1                                                                                                      | 0.90 | 0.0154 |
| CC2D1B   | coiled-coil and C2 domain containing 1B                                                                                          | 0.90 | 0.0286 |
| DDRGK1   | DDRGK domain containing 1                                                                                                        | 0.90 | 0.0095 |
| RPS8     | ribosomal protein S8                                                                                                             | 0.90 | 0.0280 |
| CHAF1A   | chromatin assembly factor 1, subunit A (p150)                                                                                    | 0.90 | 0.0327 |
| RUFY3    | RUN and FYVE domain containing 3                                                                                                 | 0.90 | 0.0527 |
| C17orf59 | chromosome 17 open reading frame 59                                                                                              | 0.90 | 0.0312 |
| POP7     | processing of precursor 7, ribonuclease P/MRP subunit                                                                            | 0.89 | 0.0273 |

|            |                                                                          |      |        |
|------------|--------------------------------------------------------------------------|------|--------|
| TUSC2      | tumor suppressor candidate 2                                             | 0.89 | 0.0466 |
| ELAC1      | elaC homolog 1 (E. coli)                                                 | 0.89 | 0.0110 |
| RFFL       | ring finger and FYVE-like domain containing 1                            | 0.89 | 0.0347 |
| SREK1IP1   | SREK 1 interacting protein 1                                             | 0.89 | 0.0373 |
| CDK7       | cyclin-dependent kinase 7                                                | 0.89 | 0.0427 |
| DSCR3      | Down syndrome critical region gene 3                                     | 0.89 | 0.0441 |
| QPCTL      | glutaminy-peptide cyclotransferase-like                                  | 0.89 | 0.0268 |
| TMEM179B   | transmembrane protein 179B                                               | 0.89 | 0.0304 |
| TLR6       | toll-like receptor 6                                                     | 0.89 | 0.0456 |
| C12orf11   | chromosome 12 open reading frame 11                                      | 0.89 | 0.0216 |
| IL17D      | interleukin 17D                                                          | 0.88 | 0.0460 |
| ZBTB6      | zinc finger and BTB domain containing 6                                  | 0.88 | 0.0402 |
| MICALL1    | MICAL-like 1                                                             | 0.88 | 0.0486 |
| C9orf16    | chromosome 9 open reading frame 16                                       | 0.88 | 0.0385 |
| PPAP2C     | phosphatidic acid phosphatase type 2C                                    | 0.88 | 0.0342 |
| RAB11FIP5  | RAB11 family interacting protein 5 (class I)                             | 0.88 | 0.0508 |
| SLC12A7    | solute carrier family 12 (potassium/chloride transporters), member 7     | 0.88 | 0.0486 |
| C15orf24   | chromosome 15 open reading frame 24                                      | 0.88 | 0.0345 |
| FAM3C      | family with sequence similarity 3, member C                              | 0.88 | 0.0281 |
| PLCD1      | phospholipase C, delta 1                                                 | 0.88 | 0.0230 |
| DCP2       | decapping MRNA2                                                          | 0.87 | 0.0248 |
| RBFOX2     | RNA binding FOX homolog 2                                                | 0.87 | 0.0029 |
| MPG        | N-methylpurine-DNA glycosylase                                           | 0.87 | 0.0290 |
| KEAP1      | kelch-like ECH-associated protein 1                                      | 0.87 | 0.0342 |
| STAP2      | signal transducing adaptor family member 2                               | 0.87 | 0.0234 |
| CREB3      | cAMP responsive element binding protein 3                                | 0.87 | 0.0091 |
| TRAPPC2L   | trafficking protein particle complex 2-like                              | 0.87 | 0.0378 |
| CHD4       | chromodomain helicase DNA binding protein 4                              | 0.87 | 0.0156 |
| SART3      | squamous cell carcinoma antigen recognized by T cells 3                  | 0.87 | 0.0379 |
| FANCG      | Fanconi anemia, complementation group G                                  | 0.87 | 0.0048 |
| TUBB2C     | tubulin, beta 2C                                                         | 0.87 | 0.0505 |
| ABCB10     | ATP-binding cassette, sub-family B (MDR/TAP), member 10                  | 0.87 | 0.0336 |
| C1H21ORF59 |                                                                          | 0.87 | 0.0420 |
| ATP1B3     | ATPase, Na <sup>+</sup> /K <sup>+</sup> transporting, beta 3 polypeptide | 0.87 | 0.0382 |
| ORM1       | orosomucoid 1                                                            | 0.87 | 0.0403 |
| N6AMT2     | N-6 adenine-specific DNA methyltransferase 2 (putative)                  | 0.87 | 0.0389 |
| PGRMC2     | progesterone receptor membrane component 2                               | 0.86 | 0.0130 |
| EIF4G1     | eukaryotic translation initiation factor 4 gamma, 1                      | 0.86 | 0.0105 |
| THRB       | thyroid hormone receptor, beta                                           | 0.86 | 0.0249 |
| ST6GAL1    | ST6 beta-galactosamide alpha-2,6-sialyltransferase 1                     | 0.86 | 0.0199 |

|             |                                                            |      |        |
|-------------|------------------------------------------------------------|------|--------|
| NARS        | asparaginyl-tRNA synthetase                                | 0.86 | 0.0382 |
| ATG16L1     | ATG16 autophagy related 16-like 1 ( <i>S. cerevisiae</i> ) | 0.86 | 0.0542 |
| CYP27A1     | cytochrome P450, family 27, subfamily A, polypeptide 1     | 0.86 | 0.0108 |
| PIGT        | phosphatidylinositol glycan anchor biosynthesis, class T   | 0.86 | 0.0267 |
| EML4        | echinoderm microtubule associated protein like 4           | 0.86 | 0.0507 |
| PBXIP1      | pre-B-cell leukemia homeobox interacting protein 1         | 0.86 | 0.0291 |
| HFE         | hemochromatosis                                            | 0.86 | 0.0038 |
| BLCAP       | bladder cancer associated protein                          | 0.86 | 0.0063 |
| TUBB2B      | tubulin, beta 2B                                           | 0.86 | 0.0282 |
| NPEPPS      | aminopeptidase puromycin sensitive                         | 0.86 | 0.0344 |
| PICK1       | protein interacting with PRKCA 1                           | 0.86 | 0.0239 |
| TUBB3       | tubulin, beta 3; melanocortin 1 receptor                   | 0.86 | 0.0290 |
| SURF6       | surfeit 6                                                  | 0.86 | 0.0321 |
| DERL1       | Der1-like domain family, member 1                          | 0.86 | 0.0333 |
| IMP4        | U3 small nucleolar ribonucleoprotein                       | 0.85 | 0.0433 |
| FUBP1       | far upstream element (FUSE) binding protein 1              | 0.85 | 0.0509 |
| DHCR7       | 7-dehydrocholesterol reductase                             | 0.85 | 0.0473 |
| PSMD7       | proteasome 26S subunit, non-ATPase, 7                      | 0.85 | 0.0046 |
| OSTBETA     | organic solute transporter beta                            | 0.85 | 0.0087 |
| RWDD2A      | RWD domain containing 2A                                   | 0.85 | 0.0142 |
| C14H11orf75 |                                                            | 0.85 | 0.0178 |
| VEZF1       | vascular endothelial zinc finger 1                         | 0.85 | 0.0472 |
| ZMYND11     | zinc finger, MYND domain containing 11                     | 0.85 | 0.0277 |
| EXOSC2      | exosome component 2                                        | 0.85 | 0.0230 |
| EZH1        | enhancer of zeste homolog 1                                | 0.85 | 0.0517 |
| LATS2       | LATS, large tumor suppressor, homolog 2                    | 0.84 | 0.0039 |
| CSNK1E      | casein kinase 1, epsilon                                   | 0.84 | 0.0384 |
| BAX         | BCL2-associated X protein                                  | 0.83 | 0.0066 |
| CNOT10      | CCR4-NOT transcription complex, subunit 10                 | 0.83 | 0.0355 |
| CRYL1       | crystallin, lambda 1                                       | 0.83 | 0.0262 |
| DKC1        | dyskeratosis congenita 1, dyskerin                         | 0.83 | 0.0530 |
| NCOR1       | nuclear receptor co-repressor 1                            | 0.83 | 0.0402 |
| LRSAM1      | leucine rich repeat and sterile alpha motif containing 1   | 0.83 | 0.0216 |
| MAF         | MAF BZIP transcription factor                              | 0.83 | 0.0059 |
| QSOX2       | quiescin Q6 sulfhydryl oxidase 2                           | 0.83 | 0.0413 |
| AKR1E2      | aldo-keto reductase family 1, member C-like 2              | 0.83 | 0.0347 |
| ADRB1       | adrenergic, beta-1-, receptor                              | 0.82 | 0.0135 |
| TRIM45      | tripartite motif-containing 45                             | 0.82 | 0.0125 |
| BTBD10      | BTB (POZ) domain containing 10                             | 0.81 | 0.0082 |
| C20orf108   | chromosome 20 open reading frame 108                       | 0.81 | 0.0323 |
| ABR         | active BCR-related gene                                    | 0.81 | 0.0543 |

|          |                                                              |      |        |
|----------|--------------------------------------------------------------|------|--------|
| CCDC76   | coiled-coil domain containing 76                             | 0.81 | 0.0198 |
| RAD50    | RAD50 homolog ( <i>S. cerevisiae</i> )                       | 0.81 | 0.0441 |
| PTGER3   | prostaglandin E receptor 3 (subtype EP3)                     | 0.81 | 0.0106 |
| CSNK1G2  | casein kinase 1, gamma 2                                     | 0.81 | 0.0028 |
| DPY19L1  | dpy-19-like 1 ( <i>C. elegans</i> ); similar to hCG1645499   | 0.81 | 0.0227 |
| TMEM106C | transmembrane protein 106C                                   | 0.80 | 0.0096 |
| EIF3A    | eukaryotic translation initiation factor 3, subunit A        | 0.80 | 0.0338 |
| TBC1D7   | TBC1 domain family, member 7                                 | 0.80 | 0.0038 |
| DDX19B   | DEAD (Asp-Glu-Ala-As) box polypeptide 19B                    | 0.80 | 0.0117 |
| MYSM1    | Myb-like, SWIRM and MPN domains 1                            | 0.79 | 0.0062 |
| TSPO     | translocator protein (18kDa)                                 | 0.78 | 0.0424 |
| GRAP     | GRB2-related adaptor protein                                 | 0.78 | 0.0127 |
| IWS1     | IWS1 homolog ( <i>S. cerevisiae</i> )                        | 0.76 | 0.0235 |
| LGMN     | legumain                                                     | 0.76 | 0.0088 |
| PAPOLA   | poly(A) polymerase alpha                                     | 0.76 | 0.0303 |
| SCPEP1   | serine carboxypeptidase 1                                    | 0.76 | 0.0112 |
| CAST     | calpastatin                                                  | 0.75 | 0.0279 |
| PDE4B    | phosphodiesterase 4B, cAMP-specific                          | 0.75 | 0.0269 |
| COPB2    | coatamer protein complex, subunit beta 2                     | 0.75 | 0.0001 |
| ZNF691   | zinc finger protein 691                                      | 0.74 | 0.0015 |
| C9orf78  | chromosome 9 open reading frame 78                           | 0.74 | 0.0049 |
| GHR      | growth hormone receptor                                      | 0.74 | 0.0027 |
| ADD1     | adducin 1 (alpha)                                            | 0.72 | 0.0148 |
| NUDT16   | nudix (nucleoside diphosphate linked moiety X)-type motif 16 | 0.71 | 0.0207 |
| RBP7     | retinol binding protein 7, cellular                          | 0.70 | 0.0133 |
| MYO18A   | myosin XVIII A                                               | 0.69 | 0.0071 |
| TCEAL2   | transcription elongation factor A (SII)-like 2               | 0.68 | 0.0115 |
| ABCF1    | ATP-binding cassette, sub-family F (GCN20), member 1         | 0.67 | 0.0106 |
| DNAJC21  | DnaJ (Hsp40) homolog, subfamily C, member 21                 | 0.67 | 0.0005 |
| SBSN     | suprabasin                                                   | 0.66 | 0.0033 |
| XPO4     | exportin 4                                                   | 0.65 | 0.0172 |
| TMOD3    | tropomodulin 3 (ubiquitous)                                  | 0.65 | 0.0109 |
| DHRS13   | dehydrogenase/reductase (SDR family) member 13               | 0.63 | 0.0201 |
| HBA1     | hemoglobin, alpha 2; hemoglobin, alpha 1                     | 0.46 | 0.0110 |

# Supplementary material for: A Transcriptomic Model of Postnatal Cardiac Effects of Prenatal Maternal Cortisol Excess in Sheep
**Source:** Front Physiol. 2019 Jul 3;10:816. doi: 10.3389/fphys.2019.00816
**Supplement:** Supplementary file 2

Supplemental Table 2: Differentially expressed genes (p<0.05) in Intraventricular Septum of 2week old lambs after maternal cortisol treatment

Fold changes are expressed as values in lambs of cortisol-treated ewes compared to control lambs

How the deposited data were processed for this re-analysis (not part of the article)

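Gene expression was measured in the LV and IVS of 14-day-old lambs, 8 CORT and 8 Control in each tissue, on 32 Agilent sheep arrays of 15008 probes, 1 sample per array. The EAT was not analysed here. Treatment was taken from the descriptions that the authors deposited with the samples. The sex of each lamb is not given there and was not used. The paper's methods and these descriptions differ in the amount of RNA and the dye, and the choice between them changes no value here. The arrays of the LV lay on 2 slides and those of the IVS on 3, as the scanner output shows.

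The authors deposited the output of the scanner software (Feature Extraction 10.1.1.1), which gives the intensity and local background of each spot in arbitrary units. They also deposited 1 matrix per tissue in log2 units, background corrected, quantile normalized between the 16 arrays of the tissue and filtered for brightness, with 8807 LV and 9001 IVS probes.

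For the values given here, the mean intensity and the median local background of all spots were corrected with normexp (offset 50) and quantile normalized over the 16 arrays of the tissue, in limma 3.58.1 under R 4.3.3 with statmod 1.5.0. Control spots and spots that the scanner software marks as outliers were left out, and the spots of a probe were averaged on the log2 scale. A probe was tested when it was more than 10% brighter than the 95th percentile of the array's negative controls on at least 8 arrays. Other tables were made in Python 3.11.15. Depth is given as signal over background: the median spot intensity per array lay between 131 and 332, and between 59.7 and 80.4% of the probes were well above background.

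CORT and Control lambs were compared within each tissue by a two-sided moderated test (lmFit and eBayes), counted at an unadjusted p under 0.05 as in the paper and at a Benjamini-Hochberg p under 0.05. Single genes were compared also by an exact permutation test over all 12870 assignments. These tests take all lambs as independent. The paper assigned ewes to treatment and gives a set of twins in each group, so some lambs may share a ewe, which was not taken into account. Lists of genes of the processes that the paper names were written from general knowledge and tested with camera (preset correlation 0.01), with fry and camera with an estimated correlation beside it, on the brightest probe of each gene, when at least 5 members had values, or 3 for lists of cell type markers. The interaction of tissue and treatment was tested over all 32 arrays. On simulated arrays without a change, 5.25% of the LV and 5.01% of the IVS probes had an unadjusted p under 0.05.

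The files and a reference table of 35057 sheep genes name a gene for 1562 probes and 967 symbols. For the genes of Supplementary Tables 1 and 2, the probe was also traced as the only one of the deposited matrix whose fold change and p equal the listed ones within rounding, with the prior of the moderated test set to the value that gives the most matches. On simulated tables every one of the 220 LV and 242 IVS genes with a single match was matched to the right probe. The values of those tables were taken from the simulated probes themselves, so a single match was almost bound to be right. They cannot show whether a listed gene is traced wrongly when its own probe is missing from the matrix. These names were used for single genes and not for lists of genes. The copy of Supplementary Table 1 used here holds 259 genes.

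Named are the genes that the paper's text and Tables 1 and 2 name for the LV or IVS, genes of the supplementary tables whose name states the function in question or that Figures 1 and 2 place in the group in question, the listed genes with the largest and smallest fold change, and the 10 named probes with the lowest p. Some of these genes are not reported here, and the counts over named genes leave them out.

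The alternatives were: normexp with an offset of 0 or 16, no background correction, the processed signal over its 75th percentile, cyclic loess, the deposited matrix, no limit on dim probes, a limit passed on at least 4 or on all 16 arrays, slide or replicate number as a block, arrays weighted by quality, trended and robust eBayes and, added later, a limit at 1.1 times the log2 value of the negative controls. Other splits of the arrays were drawn 100 times. The over-representation analyses of the paper were not repeated here.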

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

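Of the 306 groups of 8 arrays examined for the genes named in the text, 22 (7.19%) held 1 array far from the other 7, by Dixon's test for 8 values. Chance alone gives such an array in about 1 in 20 groups, so many of these are expected by chance. None of the 16 groups of array quality values held one. The tally by array below was made only after these values were seen, and the tests of array quality were planned.

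In the LV, the values far from their group were spread over 7 arrays. All values are normalized log2 intensities. CORT lamb 1 stood apart for NR3C1 at 8.30, above the other 7 arrays at 7.59 to 7.91, and DDX3X at 9.16, above the other 7 arrays at 7.78 to 8.20, and TUBB3 at 15.51, above the other 7 arrays at 15.05 to 15.24. CORT lamb 2 did so for DHCR7 at 8.84, below the other 7 arrays at 9.27 to 9.60, and HERPUD1 at 13.30, above the other 7 arrays at 12.45 to 12.77. For CORT lamb 3 it was SREBF1 at 13.84, above the other 7 arrays at 13.23 to 13.51, and TLR6 at 7.20, below the other 7 arrays at 7.38 to 7.53. CORT lamb 5 had ACACB at 8.69, above the other 7 arrays at 8.23 to 8.45. Among the Control lambs, number 4 had ALG1 at 9.36, below the other 7 arrays at 9.92 to 10.37, and PIGT at 9.65, above the other 7 arrays at 9.15 to 9.28. Control lamb 2 had NME2 at 14.35, below the other 7 arrays at 14.88 to 15.20. Control lamb 8 had CYBA at 8.74, below the other 7 arrays at 8.88 to 8.96.

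In the IVS, 5 of the 10 values belong to CORT lamb 2 and 2 to Control lamb 3. CORT lamb 2 stood apart for MRPS33 at 13.03, above the other 7 arrays at 12.31 to 12.65, and EEF1A1 (probe A_70_P024176) at 12.21, below the other 7 arrays at 13.01 to 13.71, and EEF1A1 (probe A_70_P024306) at 14.74, below the other 7 arrays at 15.22 to 15.57, and PDE4B at 9.52, above the other 7 arrays at 8.72 to 8.99, and MCL1 at 9.03, below the other 7 arrays at 9.46 to 9.63. Control lamb 3 did for SEC24C at 9.09, below the other 7 arrays at 9.91 to 10.48, and LUC7L2 at 9.54, above the other 7 arrays at 8.96 to 9.19. CORT lamb 1 had HERPUD1 at 13.34, above the other 7 arrays at 12.48 to 12.76. CORT lamb 6 had TPM3 at 13.81, below the other 7 arrays at 14.07 to 14.27. Control lamb 8 had MBD4 at 11.71, above the other 7 arrays at 11.29 to 11.45. Both EEF1A1 probes put CORT lamb 2 below the other CORT lambs.

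A technical fault of a whole array would be expected to show in its quality values, and no array stood apart in these. CORT lamb 2 and Control lamb 3 of the IVS lie on slides 3 and 4, which were scanned at different times. Differences between the IVS slides add spread between arrays, since 34.8% of the IVS probes differ between slides after Benjamini-Hochberg adjustment, so the slide may contribute to the values of these lambs. Taking single lambs out was not tested, and neither was a mislabelled sample. Differences between lambs in sex or in response are also open, since the sex of each lamb is not given with the data and was not used here. No biological explanation was tested.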

How the results depend on the processing

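The limit on dim probes at 1.1 times the log2 value of the negative controls was chosen after seeing the data, as were the comparisons of the traced probes of Supplementary Tables 1 and 2 and of arrays of other numbers on the same slide. The other 13 alternatives were set before the data were examined.

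The number of LV probes with an unadjusted p under 0.05 lay between 329 and 744 under these 13 alternatives, and between 302 and 879 in the IVS. After adjustment 0 probes passed under each of them. The smallest adjusted p lay between 0.131 and 1.00 in the LV and between 0.480 and 0.999 in the IVS.

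With the arrays weighted by quality, 744 LV probes passed, 365 of them higher, and the IVS probes traced to Supplementary Table 2 that passed in the listed direction fell from 213 to 90, and those matched by symbol from 13 to 8. With the scanner's processed signal, the symbol-matched genes that passed were 12 in the LV (21 in the reported values) and 6 in the IVS. With slide as a block, 879 IVS probes passed, 468 higher and 411 lower, the interaction of tissue and treatment rose from 249 to 585 probes, and the probes shared by both tissues from 55 to 91. With the deposited matrix, 105 IVS probes were higher, among fewer probes tested. With cyclic loess, 165 IVS probes were lower and the interaction count was 165, while the LV list of cytosolic ribosomal proteins had a mean log2 fold change of -0.12 and a camera adjusted p of 0.00221 (range over the alternatives 0.00221 to 0.863, lowest in fry 0.651). The cause was not tested, apart from the slides.

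The replicate number as a block gave 639 IVS probes, 310 of them higher, 536 LV probes, 265 for the interaction and 74 shared by both tissues. Control and CORT arrays of the same number had a median correlation of 0.066 in the LV and 0.30 in the IVS, over 0.1 in 3 and 6 of 8 pairs, so the numbers were not taken as pairs. Arrays of other numbers had -0.0071 and -0.00062, and those of other numbers on the same slide 0.0098 and 0.26. In the IVS 7 of the 8 pairs lie on 1 slide. With LV and IVS arrays of the same group and number as a random block, taken as 1 lamb without this being given, the interaction count was 314, and with the tissues normalized separately 233.

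The balance of directions in the IVS depended on the processing. The share of passing probes that were higher in CORT lambs was 38.9%, and it was 32.2% with the processed signal, 53.2% with slide as a block and 56.9% with cyclic loess. In the LV it lay between 41.3 and 49.1%.

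The gene lists kept their side of the adjusted threshold in 127 of 128 comparisons in the LV and in all 112 in the IVS, which are camera under the alternatives, fry and camera with an estimated correlation. For the single genes reported here, direction and side of the unadjusted threshold stayed in 1068 comparisons in the LV and 856 in the IVS, with 83 and 91 no longer past it and 38 and 21 newly past it. Signal over background limits the dim probes: with no limit on brightness, 545 LV probes passed.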

Differences from the paper's values

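The tracing of listed genes to probes by value was chosen after the data were seen. The paper counts genes and the values here count probes.

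The paper's count of genes with higher expression in the LV is 115 and 191 probes were higher here. Of the 13 alternatives set before the data were examined, the deposited matrix (136), cyclic loess (169) and a limit passed on all 16 arrays (167) come within 1.5 times the paper's count, and the other 10 do not. For lower expression in the LV the paper has 145 and 253 probes were lower here. The same 3 alternatives come within 1.5 times, with 193, 190 and 217, and the other 10 do not.

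For the IVS the paper has 103 genes with higher expression, and 163 probes were higher here. The deposited matrix (105), a limit passed on all 16 arrays (142), the processed signal (153) and the trended and robust eBayes (154) come within 1.5 times, and the other 9 do not. For lower expression in the IVS the paper has 153 and 256 probes were lower here. Cyclic loess (165), the weighted arrays (173), the deposited matrix (197) and a limit passed on all 16 arrays (214) come within 1.5 times, and the other 9 do not.

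Among the genes reported here, on the probes that the files name, 3 fold changes differ from the paper's in Supplementary Tables 1 and 2. NR3C1 in the LV has 1.16 in the paper and 1.045 here. The normexp correction without offset (1.07) and the processed signal (1.07) come within the spread, and the other 11 alternatives set before the data were examined do not. GABPA in the LV has 1.15 in the paper and 0.976 here, and PABPC1 in the IVS 1.26 in the paper and 0.840 here. None of the 13 alternatives closes the gap for these 2 genes. On the probes traced by value, which were matched to the listed fold changes, 0 of 58 LV and 0 of 55 IVS fold changes reported here differ.

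The paper lists as changed 11 LV genes named in the text whose unadjusted p was not under 0.05 here: KLHL9, BIRC6, PEX13, DDX3X, PIP4K2A, IMP4, PLCD1, DHCR7, PPID, NCOR1 and GBP2. The deposited matrix passes 6 of them, the replicate block 7, the weighted arrays 7, slide as a block 5, no limit on dim probes 5, no background correction 3, and cyclic loess, a limit passed on at least 4 arrays, the processed signal and the normexp offsets of 0 and 16 pass 1 each. The paper's table itself gives a p of 0.05 or more for 5 of the 11. In the IVS 11 such genes did not pass: MRPL33, TOMM5, PABPC1, RBM25, PRKAG2, POLR3GL, MITF, CYLD, TGS1, EEF1A1 and HNRNPH3. RUNX1 was not tested, since it did not pass the brightness limit. Of these 12 genes the deposited matrix passes 7, the replicate block 6, slide as a block 3, the processed signal 3, cyclic loess 2, no limit on dim probes 2 and a limit passed on at least 4 arrays 1, and CYLD and EEF1A1 pass under none. The paper's table gives a p of 0.05 or more for 4 of the 12.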

Other observations

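The tests of whether the normalization sets the balance of directions and of the joint variation of the IVS genes with a large listed fold change, the comparison of HBB with HBA1 on the same arrays and the simulation with the slide differences of the real arrays were chosen only after the results were seen. The other tests were planned.

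Whether chance can be excluded was tested with 100 splits of the arrays into groups of the same sizes, the real one included. In the LV, 49 splits gave as many probes with an unadjusted p under 0.05, 59 as many higher and 44 as many lower. In the IVS, 40 gave as many, 48 as many higher and 34 as many lower. With slide as a block and splits drawn within the slides of the IVS, 16 gave as many as the 879. The interaction of tissue and treatment had as many probes in 77. Chance cannot be excluded for any of these counts. On simulated arrays with a log2 change of 0.5 in 200 probes, limma found 80.5% of them in the LV and 50.5% in the IVS after adjustment, without slide differences. With the slide differences of the real arrays it found 79% and 47% without a block and 81% and 69.5% with slide as a block. Many IVS changes of that size would be missed.

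The LV and IVS fold changes had a Pearson r of 0.31. When treatment was drawn at random over the replicate numbers, the same way in both tissues, 11 of 100 draws gave an r as high and 19 as many shared probes, so chance cannot be excluded here either. The median r of these draws was 0.12, against -0.021 when the tissues were drawn separately, where 4 of 100 gave an r as high. Chance differences between lambs that both tissues share may thus raise the correlation, but this cannot be told apart from an effect of treatment, because nothing given with the data says which LV and IVS arrays come from 1 lamb.

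With slide as a block more IVS probes passed. The IVS slides were scanned at 3 times and 34.8% of the IVS probes differed between slides after adjustment, against 0.764% of the LV probes, whose slides were scanned together. The first principal component of the IVS held 31.8% of the variance and followed the slide (R2 0.983) and not the treatment (R2 0.000337). The median residual SD in the IVS was 0.24 without and 0.19 with slide as a block. Spread between slides is thus a candidate cause of the difference in counts.

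More of the passing IVS probes were lower than higher in CORT lambs. With cyclic loess 56.9% were higher, and with slide as a block, under an unchanged normalization, 53.2%. Under the other alternatives the share lay between 32.2 and 48.5%. The balance may thus be set by the normalization or by differences between the slides, which these values do not tell apart. No biological explanation was tested.

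HBA1 is the listed LV gene with the lowest fold change. A lower share of blood in the CORT samples is a candidate explanation, which predicts that other erythrocyte genes fall as well. The 3 that the files name with values on all arrays had a mean log2 fold change of 0.087 (camera adjusted p 0.892), and the mean ranged from -0.14 to 0.31 over the alternatives. The HBB probes rose by 0.24 (SE 0.70) and 0.49 (SE 0.65). On the same arrays, the log2 difference of HBB over HBA1 was larger in CORT lambs by 1.31 (exact permutation p = 0.198) and 1.57 (exact permutation p = 0.105), so a fall of both genes alike is not excluded, and blood cannot be told apart from a change in HBA1 itself. Within the groups, the HBB probes did not rise with HBA1 (r -0.24 and -0.19). In the IVS HBA1 had a log2 fold change of 0.44 (exact permutation p = 0.514).

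Of the IVS genes with a listed fold change above 2, 15 in number, the median difference was 3.12 on slide 3, 0.98 on slide 4 and 0.82 on slide 5. The arrays of 1 slide may carry most of it, but these genes were chosen for their difference on these arrays, so this cannot be told apart. Across the IVS arrays, with the group means taken out, 14 of their probes with values on all arrays vary together, with a median r of 0.79. Without DGAT2 it is 0.82, and DGAT2 has a median r of -0.034 with the others. DGAT2 was left out of the mean level after its correlations were seen. That mean level was 12.39 ± 1.27 (SD, n = 8) in Control and 13.82 ± 0.89 in CORT lambs in the IVS, a difference of 1.43 (exact permutation p = 0.0263), and the difference in the LV was -0.12 (exact permutation p = 0.485). The p values describe probes picked for this difference. The slides alone are argued against, as the median r was 0.88 with slide taken out, and so is large spread, as only 2 of 100 draws of probes of like spread gave as high a median r, the real one included. A state of the IVS samples alone is argued against by the LV, where the same probes had a median r of 0.71. The overall signal of the arrays stays open. The mean level followed the share of spots well above background with an r of 0.66 (permutation adjusted p = 0.0335, slide taken out), which fell to 0.48 without 2 arrays and was 0.52 (adjusted p = 0.0826) with slide left in. The median signal went the other way, with an r of -0.52 (adjusted p = 0.0826) with slide taken out, -0.74 without 2 arrays and -0.19 with slide left in. With the probes of the 15 listed genes left out, 25 of 148 IVS probes called higher followed the mean level with an r above 0.7, against 98 of 11593 probes in all. Of 253 called lower, 32 followed it in the opposite direction (r below -0.7), against 229 in all. The paper does not report this pattern. A difference between lambs, such as sex or response to treatment, is open and was not tested.

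Lists of marker genes were written beforehand for 8 cell types, and too few genes are named for cardiomyocytes, smooth muscle and cells of the atria and conduction system. For the others, the mean log2 fold change (camera adjusted p) in the LV was 0.029 (0.892) for adipocytes, 0.071 (0.262) for endothelial cells, -0.050 (0.676) for fibroblasts and -0.15 (0.262) for leukocytes. In the IVS it was 0.023 (0.953) for adipocytes, 0.019 (0.953) for endothelial cells, 0.20 (0.717) for erythrocytes, 0.017 (0.953) for fibroblasts and -0.067 (0.717) for leukocytes. The mean for adipocytes changed sign between alternatives in both tissues, that for erythrocytes in both, and that for endothelial cells in the IVS. A list of spliceosome genes in the LV had a mean of 0.021 (camera adjusted p = 0.471). How many of the marker genes cardiac tissue also expresses was not tested.

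Of the 10 named probes with the lowest p in each tissue, 2 in the LV and 5 in the IVS are those of genes in Supplementary Tables 1 and 2. IDH1 is among the 10 in both tissues, with a log2 fold change of -0.46 (SE 0.15, exact permutation p = 0.0176) in the LV and -0.58 (SE 0.20, exact permutation p = 0.0188) in the IVS. It was singled out after its values were seen, and no named probe passed after adjustment.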
